# The Role of TNF-α in Mice with Type 1- and 2- Diabetes

**DOI:** 10.1371/journal.pone.0033254

**Published:** 2012-05-11

**Authors:** Maria Koulmanda, Manoj Bhasin, Zuheir Awdeh, Andi Qipo, Zhigang Fan, Dusan Hanidziar, Prabhakar Putheti, Hang Shi, Eva Csizuadia, Towia A. Libermann, Terry B. Strom

## Abstract

**Background:**

Previously, we have demonstrated that short-term treatment of new onset diabetic Non-obese diabetic (NOD) mice, mice that are afflicted with both type 1 (T1D) and type 2 (T2D) diabetes with either Power Mix (PM) regimen or alpha1 antitrypsin (AAT) permanently restores euglycemia, immune tolerance to self-islets and normal insulin signaling.

**Methodology and Principal Findings:**

To search for relevant therapeutic targets, we have applied genome wide transcriptional profiling and systems biology oriented bioinformatics analysis to examine the impact of the PM and AAT regimens upon pancreatic lymph node (PLN) and fat, a crucial tissue for insulin dependent glucose disposal, in new onset diabetic non-obese diabetic (NOD) mice. Systems biology analysis identified tumor necrosis factor alpha (TNF-α) as the top focus gene hub, as determined by the highest degree of connectivity, in both tissues. In PLNs and fat, TNF-α interacted with 53% and 32% of genes, respectively, associated with reversal of diabetes by previous treatments and was thereby selected as a therapeutic target. Short-term anti-TNF-α treatment ablated a T cell-rich islet-invasive and beta cell-destructive process, thereby enhancing beta cell viability. Indeed anti-TNF-α treatment induces immune tolerance selective to syngeneic beta cells. In addition to these curative effects on T1D anti-TNF-α treatment restored in vivo insulin signaling resulting in restoration of insulin sensitivity.

**Conclusions:**

In short, our molecular analysis suggested that PM and AAT both may act in part by quenching a detrimental TNF-α dependent effect in both fat and PLNs. Indeed, short-term anti-TNF-α mAb treatment restored enduring euglycemia, self-tolerance, and normal insulin signaling.

## Introduction

A similar T cell dependent autoimmune process directed against insulin producing beta cells creates type 1 diabetes (T1D) in man and the clinically relevant non-obese diabetic (NOD) mouse model [1], [2]. Moreover, new onset T1D occurring in NOD mice is associated with a type 2 diabetes mellitus (T2D) like state, characterized by defective insulin signaling and thus insulin resistance [3], [4], [5]. In the NOD model, robust expression of pro-inflammatory cytokines within tissues in which insulin directs disposal of glucose appears responsible for the defects in insulin signaling and insulin triggered disposal of blood glucose [4], [5].

While many treatments prevent the development of diabetes in NOD mice [2], few therapies have succeeded in restoring long-term drug free euglycemia and immune tolerance to beta cells in overtly diabetic NOD mice [5], [6], [7], [8], [9]. The beneficial effect of anti-CD3 mAb in NOD mice served as the basis for initiating clinical trials in which anti-CD3 treatment produced remissions in select human subjects with new onset T1D [10], [11]. In our laboratory, treatment with either the Power Mix (PM) regimen consisting of IL2.Ig, mutant antagonist-type IL15.Ig, and rapamycin [5] or alpha1 anti-trypsin (AAT) [4] permanently restores euglycemia, self-tolerance to islets and also eliminates insulin resistance and defective insulin signaling in the NOD model [4], [5]. To search for relevant therapeutic targets in new onset diabetic NOD mice, we have applied genome wide transcriptional profiling and systems biology techniques to examine the impact of PM [5] and AAT [4] regimens upon pancreatic lymph nodes (PLN), a disease relevant immune site, and fat, a site for insulin-dependent glucose disposal.

As noted herein tumor necrosis factor alpha (TNF-α) immerged as a potential therapeutic target for new onset diabetes. Paradoxically, long-term treatment with tumor necrosis factor alpha (TNF-α) [12] as well as short-term treatment with anti-TNF-α [13] prevent the later development of diabetes in NOD mice. Transgenic mice that express TNF-α solely in their islets develop T1D more rapidly than wild type NOD mice [14]. Some advocate therapy with TNF-α or TNF-α inducers [15], [16] as treatment for overt T1D. Does neutralization of TNF-α confer benefit or intensify T1D related autoimmunity in the therapeutically challenging and apparently clinically predictive model of new onset overt diabetes in NOD mice?

## Results

### Microarray and network based analysis of PLNs and fat isolated from AAT and PM treated NOD mice identifies TNF-α as a candidate target focus hub for reversing diabetes

We hypothesized that gene expression changes occurring upon onset of diabetes in NOD mice and reversed by different short-term treatments that cure T1D/T2D may identify relevant therapeutic targets. We performed transcriptional profiling in combination with systems biology analysis on fat and PLNs obtained from normoglycemic NOD (i.e., NOR), new onset T1D/T2D NOD (DIA), as well as AAT and PM (only fat) treated mice. 

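The deposited data hold 19 arrays: fat from NOR (2 arrays), DIA (2), AAT (2) and PM (3) mice, and PLNs from NOR (4), DIA (2) and AAT (4) mice. Each array gives 1 linear signal (intensity) for 45037 probe sets, scaled by the authors to the same trimmed mean. Of these, 34945 name a single gene, 18193 genes in all, and a gene is represented by its probe set with the highest mean. Where other probe sets of a gene disagree, their values are given for some genes only. Log2 signals of arrays of 1 group correlate at 0.789 to 0.866 in fat and at 0.705 to 0.890 in PLNs (Pearson). The median standard error (SE) of a log2 change between DIA and NOR is 0.783 in fat and 0.957 in PLNs, and the number of arrays limits this precision. P-values measure the spread between these samples. The labels and the paper do not say whether the arrays of a group come from different mice. Changes were estimated with limma in 1 fit per tissue. A transcript is called where its p, adjusted over all transcripts, is under 0.05. The study's thresholds (fold change over 2 and unadjusted p of at most 0.05) were applied to the changes as measured. The median change of all transcripts is not 0: in fat it is −0.11 (DIA vs NOR), −0.05 (AAT vs DIA), 0.15 (PM vs DIA) and 0.17 (PM vs AAT), and in PLNs −0.11 (DIA vs NOR), −0.58 (AAT vs DIA) and −0.72 (AAT vs NOR). Log2 changes of genes are therefore given relative to these medians, and those of gene lists relative to the median of all genes, with the adjusted p of the change as measured. In data simulated with 67, 67 and 66 changed genes among 45037 at log2 changes of 1, 2 and 3, the adjusted p found 0%, 13.4% and 36.4% of them for DIA vs NOR in fat and 0%, 16.4% and 40.9% in PLNs. The study's thresholds found 44.8%, 82.1% and 98.5% in fat and 26.9%, 74.6% and 97.0% in PLNs, and also took in 2015 and 2190 of 44837 unchanged transcripts.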

We first identified the transcriptional changes occurring upon new onset of T1D by comparing new onset T1D/T2D fat, a site for insulin directed glucose entry, and PLN, a relevant immune system site, gene expression profiles to fat and PLN from normoglycemic mice. 

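In fat, genes of fatty acid and triglyceride synthesis rose in DIA relative to NOR mice (2 arrays each): 23 of 24 measured members lie above the median of all transcripts, with a median change of 1.39 (log2; adjusted p = 9.2e-11, camera). The call is lost with an estimated correlation between members (adjusted p = 0.632 with an estimated correlation). Adjusted over the list alone, 9 members rose, among them Pnpla3, a lipid droplet protein (2.88, SE 0.56), the desaturase Scd2 (2.38, SE 0.50), Acss2, which makes acetyl-CoA from acetate (2.37, SE 0.52), and Pgd, an enzyme that yields NADPH (2.13, SE 0.50). Scd1, among the members with the highest mean signal, has a value of −0.25 (SE 0.83). RNA splicing factors rose as well (26 of 27 above the median, median 0.80, adjusted p = 3.0e-07, adjusted p = 0.847 with an estimated correlation), with Clk4, a kinase of splicing factors, at 1.68 (SE 0.49). So did extracellular matrix and fibroblast genes (28 of 30, median 0.93, adjusted p = 5.6e-06, adjusted p = 0.641 with an estimated correlation), with Col1a1 at 1.62 (SE 0.51) and Mmp2 at 1.26 (SE 0.35). Adjusted over the list alone, 0 members of these 2 lists passed. Of 25 macrophage and monocyte markers 19 lie above the median (median 0.81, adjusted p = 2.0e-05, adjusted p = 0.571 with an estimated correlation), and 6 rose when adjusted over the list alone, including the complement subunits C1qb (2.30, SE 0.44) and C1qc (2.38, SE 0.60) and Csf1r, the receptor for CSF1 (2.04, SE 0.47). Endothelial markers are higher too (20 of 23, median 0.71, adjusted p = 0.0362, adjusted p = 0.957 with an estimated correlation), with medians of −0.59 without NOR array 1 and 2.12 without NOR array 2. Their call is lost without NOR array 1, AAT array 1 or either DIA array (adjusted p up to 0.577). Erythroid and platelet genes fell (13 of 15 below the median, median −0.78, adjusted p = 0.00129, adjusted p = 0.571 with an estimated correlation): 3 fell when adjusted over the list alone, with Ppbp, a platelet chemokine, at −4.47 (SE 0.71), Bpgm at −1.80 (SE 0.56) and the red cell anion exchanger Slc4a1 at −1.90 (SE 0.63; a second probe set at −3.08, SE 0.45). Genes of lipolysis and fasting also fell (14 of 20 below the median, median −0.28, adjusted p = 0.0150, adjusted p = 0.571 with an estimated correlation), 0 of them when adjusted over the list alone. Abhd5, the coactivator of the triglyceride lipase, is at −1.53 (SE 0.43). Immediate early genes did not pass as a list (15 of 25 below the median, median −0.27, adjusted p = 0.0686), although 6 fell and 1 rose when adjusted over the list alone: Egr1 (−2.91, SE 0.56), Fos (−2.50, SE 0.64), Zfp36 (−1.56, SE 0.32) and Myc (−1.59, SE 0.45) against Jund (1.19, SE 0.36). Outside these lists, the 10 transcripts chosen by smallest p include the lysosomal protein Laptm5 (2.54, SE 0.33) and Mycl (−4.09, SE 0.53), both with an adjusted p of 0.143. The actin 3' to 5' signal ratio, a sign of RNA quality, is 15.2 and 15.5 in the DIA arrays and 3.63 and 4.30 in the NOR arrays. With log2 of this ratio in the fit, an alternative chosen after seeing the data, the medians of the fatty acid, splicing, matrix and endothelial lists turn to −0.38, −1.56, −0.90 and −5.37 (adjusted p = 0.225, 7.7e-07, 0.00433 and 6.4e-12). In the same fit the macrophage list stays higher (1.09, adjusted p = 0.0354), lipolysis genes stay lower (−0.80, adjusted p = 0.0470), immediate early genes fell (−2.20, adjusted p = 9.3e-08) and the erythroid list loses its call (−0.80, adjusted p = 0.888). By limma, 0 single transcripts are called after adjustment over all transcripts (smallest adjusted p = 0.143). 4036 have an unadjusted p under 0.05, where 2251.85 would by chance, 3455 (2328 genes) pass the study's thresholds, 1709 up and 1746 down. The count is 1633 with the filter at the 60th percentile and 5304 with rank product p-values. Its split turns mostly up without either NOR array and mostly down without either DIA array, in fits that leave 1 array in a group. The matrix list loses its call without DIA array 2 (median 0.14, adjusted p = 0.284) and the lipolysis list without NOR array 2 (−0.47, adjusted p = 0.0727). The median of the splicing list is 0.37 without NOR array 1 and 1.21 without NOR array 2. That of the erythroid list is −0.16 without NOR array 1 and −1.60 without DIA array 2, and that of the macrophage list 1.45 without DIA array 1.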

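In PLNs, 5 transcripts rose and 20 fell in DIA (2 arrays) relative to NOR mice (4 arrays) by limma. The 5 include 4 probe sets of Ighm, the immunoglobulin mu heavy chain (log2 3.82 to 5.11, adjusted p from 0.000477 to 0.0258), whereas the Ighm probe set with the highest mean has a value of 0.95 (SE 0.60, adjusted p = 0.706). Of the 7 named genes that fell, Vegfc, a growth factor of lymphatic endothelium, changed by −4.49 (SE 0.57, adjusted p = 0.00158), the growth factor Ptn by −5.53 (SE 0.94, adjusted p = 0.0258), the adhesion molecule Cadm3 by −4.95 (SE 0.91, adjusted p = 0.0406) and Mup10, a major urinary protein, by −7.09 (SE 1.20, adjusted p = 0.0262). Fmn2 (−6.33), Gm6958 (−6.14) and Abcg3 (−2.44) fell at adjusted p-values of 0.0355, 0.0152 and 0.0345. The DIA signals of Vegfc, Ptn, Cadm3, Mup10 and Fmn2 are low, from 4.32 to 70.6, and with a floor at the 20th percentile the calls are 2 higher and 0 lower. As a group, germinal centre B cell markers rose (8 of 10 above the median of all transcripts, median 1.46, adjusted p = 9.9e-05, camera, adjusted p = 0.428 with an estimated correlation), 3 of them when adjusted over the list alone: Rgs13 (3.29, SE 0.70), Gcsam (2.20, SE 0.66) and Mybl1 (2.26, SE 0.68). General B cell markers rose with them (16 of 20, median 0.44, adjusted p = 0.0103, adjusted p = 0.680 with an estimated correlation), 2 of them when adjusted over the list alone. By array they lie at −0.26 in DIA array 1 and 1.21 in DIA array 2. Plasma cell and immunoglobulin genes rose (9 of 12, median 0.87, adjusted p = 0.01, adjusted p = 0.428 with an estimated correlation), with Jchain, which joins IgM and IgA subunits, at 1.49 (SE 0.45) and 0 members passing when adjusted over the list alone. Cell cycle genes rose too (28 of 33, median 0.72, adjusted p = 3.7e-05, adjusted p = 0.454 with an estimated correlation): adjusted over the list alone 4 rose, such as the replication helicase subunits Mcm5 (2.17, SE 0.49), Mcm3 (1.93, SE 0.45) and Mcm2 (1.88, SE 0.49), and Tyms fell by 3.83 (SE 0.96). Interferon-stimulated genes fell (20 of 25 below the median, median −0.75, adjusted p = 0.00392, adjusted p = 0.569 with an estimated correlation), 6 of them when adjusted over the list alone, with Cxcl10 at −1.90 (SE 0.57), Ifit3 at −2.21 (SE 0.73) and Ifit2 at −1.99 (SE 0.67). Pancreatic acinar and ductal genes, markers of tissue next to the node, are higher (20 of 26 above the median, median 1.23, adjusted p = 0.0101, adjusted p = 0.854 with an estimated correlation), with Ctrb1 at 5.10 (SE 1.45) and 0 members passing when adjusted over the list alone. The actin 3' to 5' ratio is 0.88 and 1.10 in the DIA arrays, not above the range of the NOR arrays (0.94 to 2.31). The Gapdh 3' to 5' ratio is 10.8 and 10.0 in the DIA arrays and 5.55 to 8.01 in the NOR arrays. It thus differs between the groups as these lists do. At these similar ratios DIA arrays 1 and 2 lie apart for B cell markers (−0.26 and 1.21) and acinar genes (2.22 and 0.26). They lie closer for plasma cell genes (0.56 and 0.76) and interferon-stimulated genes (−0.71 and −0.66). Whether the ratio accounts for these lists was not tested. At the study's thresholds, 4418 transcripts (2967 genes) change, 1196 up and 3222 down (72.9% lower). After quantile normalization the split is 2676 up and 3773 down (58.5% lower). The 25 calls become 0 when the variance prior of limma has no trend, 86 after quantile normalization and 362 when only the 2 groups are fitted, and run from 3 (without AAT array 3) to 428 (without DIA array 2) when 1 array is left out. Without DIA array 2 the germinal centre, plasma cell, cell cycle and B cell lists lose their calls (medians 1.00, 0.56, 0.43 and −0.26, adjusted p = 0.221, 0.243, 0.366 and 0.953), as does the acinar list without DIA array 1 (median 0.27, adjusted p = 0.628) and the interferon list without DIA array 1 or NOR array 2 (−0.66 and −0.40, adjusted p up to 0.172). Without DIA array 1 the medians of the cell cycle and B cell lists are 1.16 and 1.22, and that of the acinar list is 2.22 without DIA array 2.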

After preprocessing of gene expression data, a total of 1,813 and 4,262 transcripts were identified as significantly differentially expressed (fold change or FC>2 and P value<0.05) in fat and PLNs, respectively, in diabetic as compared to control normal mice. These gene signatures are designated as the “Fat T1D/T2D signature” and the “PLN T1D/T2D signature”. 

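Of the genes drawn low in diabetic PLNs in Fig. 1A, 26 could be matched, and 22 of them have lower values in DIA than in NOR arrays. As a list they fell (21 of 26 below the median of all transcripts, median −1.28, adjusted p = 4.5e-09, camera, adjusted p = 0.0609 with an estimated correlation). Adjusted over the list alone, 15 fell. The genes were chosen on these arrays, so this is not independent evidence of their direction. Besides Vegfc, which is the 1 gene called over all transcripts, the smallest p-values belong to Casp14, a caspase of the epidermis (−5.98, SE 1.22, adjusted p = 0.0662), Tjp1, a tight junction protein (−1.96, SE 0.47, adjusted p = 0.123), and Hacd1, an enzyme of fatty acid elongation (−3.61, SE 0.88, adjusted p = 0.137). Of 16 matched genes drawn high in diabetic PLNs, 11 have higher values in DIA. The list did not pass (median 0.31, adjusted p = 0.104), and 1 gene rose when adjusted over the list alone, again a list chosen on these arrays. At the study's thresholds Grap, an adaptor of lymphocytes (3.31, SE 0.62, adjusted p = 0.0592), and Lrrn3 (2.80, SE 0.95, adjusted p = 0.324) are higher and Gprasp1 is lower (−1.42, SE 0.56, adjusted p = 0.343). Over all transcripts, without choosing genes by their difference, the array most like a given PLN array belongs to its own group for 6 of 10 arrays. DIA array 2 is nearest to NOR array 3 (Pearson 0.841), above its value with DIA array 1 (0.715), and the first principal component holds 35.5% of the variance and places the DIA arrays apart, at −179.7 and 94.8, within the range of the other groups. In fat, 2 of 9 arrays are nearest to an array of their own group.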

The top differentially expressed genes in PLNs are depicted in **Fig. 1A**, and hierarchical clustering of these genes shows clear distinction between normoglycemic and diabetic mice.

**Figure 1:**
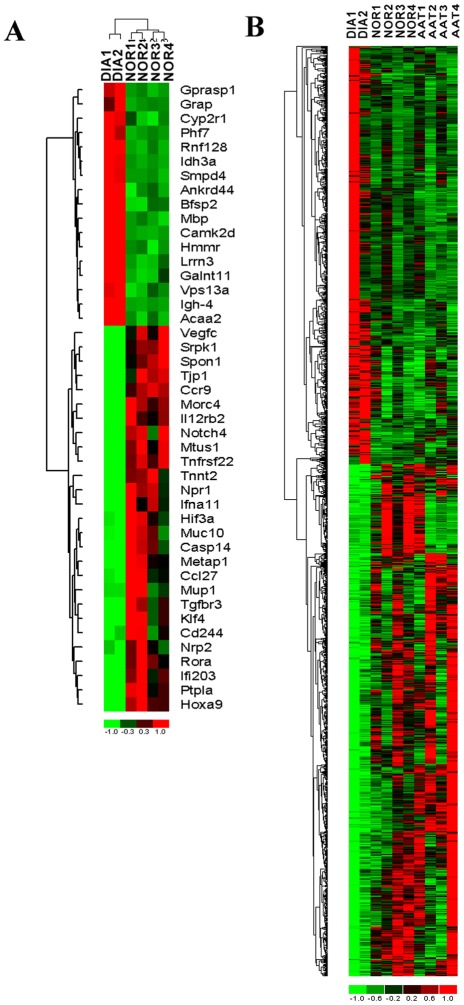
Counter-regulation of gene expression by AAT or PM as determined by DNA microarrays of normal (NOR), diabetic (DIA) and AAT or PM treated PLNs and fat tissues from NOD mice. The genes were identified in a supervised analysis using an absolute fold change of 2 and P value<0.05. **A**) Hierarchical cluster analysis of top transcripts that are differentially expressed in PLNs extracted from diabetic mice vs. normal non-diabetic control mice. **B**) Cluster analysis illustrating the transcripts that are significantly counter-regulated by AAT treatment in PLNs. The columns represent the samples and rows represent the genes. Gene expression is shown with pseudocolor scale (−1 to 1) with red denoting high gene expression levels and green denoting low gene expression levels of genes.

To identify the transcriptional changes induced by AAT or PM treatment that reverse the diabetic phenotype, we performed an analysis to identify the transcripts within the “Fat T1D/T2D signature” and the “PLN T1D/T2D signature” that are counter-regulated by the two treatments using K-means clustering of differentially expressed transcripts. K-means clustering patterns that depict the different degrees of counter-regulation induced by the treatments on transcripts differentially expressed in diabetic (DIA) vs. normal (NOR) NOD mice were identified. In fat tissue, 238 transcripts were counter-regulated by both AAT and PM treatment by a magnitude of FC>2 and P value<0.05 (**Table 1**). 

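In fat, 482 transcripts (370 genes) pass the study's thresholds in DIA vs NOR and, in the opposite direction, in both AAT vs DIA (2 arrays each) and PM vs DIA (3 and 2 arrays): 124 are high and 358 low in DIA. With the highest-mean probe set of each gene, 174 genes remain, and 9 of the 24 measured genes of fatty acid and triglyceride synthesis are among those high in DIA (Acly, Dgat2, Pgd, Agpat2, Srebf1, Mlxipl, Acss2, Scd2 and Pnpla3; Fisher's exact test, adjusted p = 5.0e-16). Among those low in DIA are 6 of 25 immediate early genes (Egr1, Dusp1, Zfp36, Fos, Ier2 and Myc; Fisher's exact test, adjusted p = 2.6e-07), 3 of 15 glucocorticoid response genes (Pdk4, Dusp1 and Cebpd; adjusted p = 0.00135), 3 of 15 erythroid and platelet genes (Alas2, Bpgm and Ppbp; adjusted p = 0.00135) and 3 of 20 genes of lipolysis and fasting (Pck1, Txnip and Pdk4; adjusted p = 0.00265), all by Fisher's exact test. Fisher's exact test takes genes as independent, which members of a list measured on the same arrays need not be. Its p-values may therefore be too small. Pdk4 enters both the glucocorticoid and the lipolysis list, and Dusp1 both the glucocorticoid and the immediate early list. As whole lists, erythroid and lipolysis genes did not pass in AAT vs DIA (medians 0.02 and 0.14, adjusted p = 0.675 and 0.77, camera). In PM vs DIA both rose (medians 0.35 and 0.15, adjusted p = 0.0431 and 0.0425). These 2 calls are lost with an estimated correlation and without PM array 2 or 3 (erythroid) or, among others, either NOR array (lipolysis). Of the genes of Table 1, 27 were matched and 25 change in the listed directions in all 3 comparisons. 14 pass the thresholds in all 3 with their highest-mean probe set and 20 with any of their probe sets. Examples are Insig1, which restrains cholesterol synthesis (DIA vs NOR 2.67, AAT vs DIA −2.74, PM vs DIA −2.61, SE 0.62, 0.62 and 0.56), Net1 (−3.76, 3.04, 3.86, SE 0.70, 0.70 and 0.64) and Pck1, the gluconeogenic enzyme (−1.22, 1.51 and 1.55, SE 0.52, 0.52 and 0.48, with a second probe set at −2.89, 3.20 and 3.35). These genes were chosen by the study on these arrays and are not independent evidence. The number of counter-regulated transcripts runs from 158 (without AAT array 2) to 849 (without AAT array 1) when 1 array is left out, and is 0 when the p in each comparison is adjusted over all transcripts, by limma, against 1085 with rank product p-values.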

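Relative to DIA, genes of fatty acid and triglyceride synthesis fell in fat of AAT mice (23 of 24 below the median of all transcripts, median −1.76, adjusted p = 1.2e-17, camera, adjusted p = 0.464 with an estimated correlation) and of PM mice (23 of 24, median −1.66, adjusted p = 1.3e-12, adjusted p = 0.650 with an estimated correlation). Adjusted over the list alone, 12 and 9 members fell. Agpat2, which makes phosphatidic acid, is at −2.54 (SE 0.53) under AAT and −2.28 (SE 0.48) under PM, and Mlxipl, a glucose-sensing transcription factor, at −2.75 (SE 0.58) under AAT. Glucocorticoid response genes rose under AAT (14 of 15, median 1.00, adjusted p = 4.6e-10, adjusted p = 0.464 with an estimated correlation) and PM (15 of 15, median 1.12, adjusted p = 2.3e-08, adjusted p = 0.650 with an estimated correlation), 3 and 6 of them when adjusted over the list alone: Pdk4, a brake on glucose oxidation (2.41, SE 0.40; PM 1.96, SE 0.37), Cebpd (1.75, SE 0.31; PM 2.04, SE 0.29) and Ddit4 (2.32, SE 0.42; PM 2.33, SE 0.38). In DIA vs NOR this list did not pass (median −0.16, adjusted p = 0.348), with 2 members down when adjusted over the list alone. Immediate early genes rose under AAT (19 of 25, median 0.50, adjusted p = 1.5e-06, adjusted p = 0.484 with an estimated correlation) and PM (19 of 25, median 0.52, adjusted p = 0.000161, adjusted p = 0.650 with an estimated correlation), 6 and 7 of them when adjusted over the list alone, with Zfp36, which destabilizes Tnf and other cytokine mRNAs, at 2.05 (SE 0.32) and 2.21 (SE 0.29) and Egr1 at 3.02 (SE 0.56) and 3.40 (SE 0.51). Under PM, matrix genes fell (28 of 30, median −1.25, adjusted p = 4.0e-12, adjusted p = 0.650 with an estimated correlation), 3 of them when adjusted over the list alone, with Col1a1 at −2.01 (SE 0.46) and Col6a1 at −1.81 (SE 0.43). Splicing factors fell as well (23 of 27, median −0.65, adjusted p = 1.7e-05, adjusted p = 0.729 with an estimated correlation), 0 of them when adjusted over the list alone. Under AAT the splicing list did not pass (median −0.30, adjusted p = 0.0778). Smooth and skeletal muscle genes rose under AAT (19 of 23, median 1.89, adjusted p = 1.5e-08, camera, adjusted p = 0.464 with an estimated correlation). Their median is 0.19 without AAT array 1. By array they lie at 2.20 and 0.69 in AAT arrays 1 and 2. The glucocorticoid (0.98 and 0.46) and immediate early lists (0.95 and 0.04) are also higher in AAT array 1. Macrophage markers fell under PM (20 of 25 below the median, median −0.39, adjusted p = 0.0379, adjusted p = 0.729 with an estimated correlation), with a median of −0.78 without DIA array 1 and 0.02 without DIA array 2. This call is lost without DIA array 2 or PM array 1 (adjusted p up to 0.766). Compared directly, PM fat has lower values of matrix genes than AAT fat (29 of 30, median −1.13, adjusted p = 7.5e-15, adjusted p = 0.497 with an estimated correlation; 6 when adjusted over the list alone, such as Mmp14 at −2.25, SE 0.44, and Fn1 at −2.36, SE 0.58). Smooth and skeletal muscle genes are lower too in PM than in AAT fat (20 of 23, median −2.04, adjusted p = 2.5e-13, adjusted p = 0.406 with an estimated correlation), with Myh11, the smooth muscle myosin, at −5.19 (SE 0.82). Their median by array is highest in AAT array 1, and the median of PM vs AAT turns to 0.20 without this array. Neutrophil markers are higher in PM than in AAT fat (14 of 15, median 0.76, adjusted p = 0.0432, adjusted p = 0.967 with an estimated correlation). That call is lost without PM array 2 (median 0.38) or either AAT array (adjusted p up to 0.235). The actin 3' to 5' ratio is 9.08 and 5.87 in the AAT arrays and 5.93, 3.35 and 6.32 in the PM arrays. It is 15.2 and 15.5 in the DIA arrays, so that it differs between DIA and the treated groups as the lists compared with DIA do. The muscle list does not follow the ratio, at 2.20 in AAT array 1 against 0.11 and −0.22 in the DIA arrays. With log2 of the ratio in the fit (chosen after seeing the data), the fatty acid list loses its calls (medians −0.72 under AAT and −0.24 under PM, adjusted p = 0.133 and 0.702). The splicing median turns to 1.03 under AAT and 1.31 under PM (adjusted p = 5.9e-07 and 3.2e-07) and the matrix median under PM to 0.15 (adjusted p = 0.176). Those of the glucocorticoid and immediate early lists grow to between 1.92 and 2.87, and in DIA vs NOR the glucocorticoid list fell (−2.19, adjusted p = 5.6e-06). The macrophage list under PM loses its call (−0.38, adjusted p = 0.176), as do neutrophil markers in PM vs AAT (0.05, adjusted p = 0.650), where the matrix and muscle medians are −0.56 and −1.15 (adjusted p = 0.000421 and 2.5e-06). By limma, 0 transcripts are called in AAT vs DIA, PM vs DIA or PM vs AAT (2137, 4365 and 2500 with an unadjusted p under 0.05; smallest adjusted p = 0.476, 0.081 and 0.110), and the immediate early list under PM loses its call without DIA array 1 (median 0.28, adjusted p = 0.0716). Its median is 1.40 without DIA array 2 and 1.02 without PM array 2. Under AAT its median is 0.97 without DIA array 2 and 1.21 without AAT array 2. The glucocorticoid median under AAT is 0.57 without AAT array 1, 1.5 without AAT array 2 and 1.57 without DIA array 2. Under PM it is 0.51 without DIA array 1. The matrix median under PM is −0.76 without DIA array 2.

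**Figure D1:**
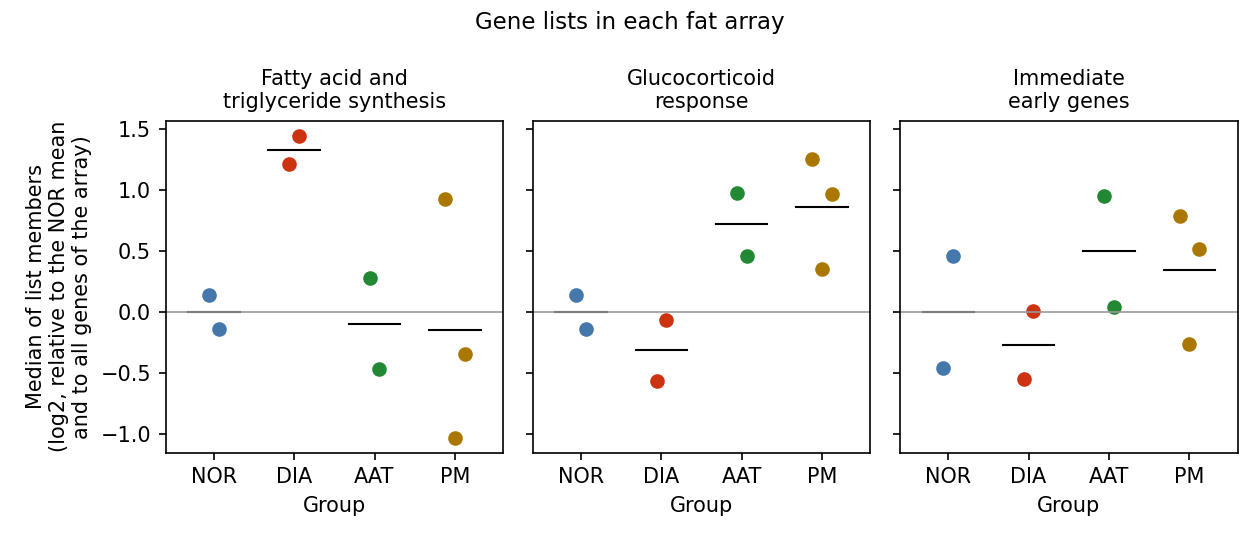
Median of the members of 3 gene lists in each fat array (log2, relative to the mean of the NOR arrays and to all genes of the array). Points are arrays and bars are group means. For fatty acid and triglyceride synthesis the DIA arrays sit at 1.22 and 1.44 and the NOR arrays at 0.14 and −0.14, and PM array 1 lies at 0.93.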

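In PLNs, 1335 transcripts (1060 genes) pass the study's thresholds in DIA vs NOR and, in the opposite direction, in AAT vs DIA (4 and 2 arrays): 484 are high and 851 low in DIA (63.8% low). The share depends on the scaling, with 87.4% low after centring each array on its median (172 high, 1189 low) and 35.6% low with a floor at the 20th percentile (1051 high, 580 low). By limma, 35 transcripts rose and 10 fell in AAT vs DIA. This split turns to 83 up and 99 down without AAT array 1, and to 1 up and 2 down with the floor at the 20th percentile. Every other setting with calls keeps a majority up. Vegfc rose by 6.30 (SE 0.57, adjusted p = 0.000146), Aplnr, the apelin receptor, by 7.25 (SE 1.11, adjusted p = 0.0363), and Hacd1 and Tjp1 by 5.60 (SE 0.88, adjusted p = 0.0363) and 3.06 (SE 0.47, adjusted p = 0.0456). Adipocyte genes rose too: Car3, a carbonic anhydrase abundant in fat and muscle (6.20, SE 0.80, adjusted p = 0.0189), Lpl, the lipoprotein lipase (4.60, SE 0.73, adjusted p = 0.0385), and Fabp4, a fatty acid carrier (3.41, SE 0.50, adjusted p = 0.0363). Slc1a3, a glutamate transporter (−5.86, SE 1.21, adjusted p = 0.0456), Tbrg3 (−3.07, SE 0.60, adjusted p = 0.0363) and Arid4b (−2.84, SE 0.52, adjusted p = 0.0323) fell. The adipocyte list rose (10 of 16 above the median, median 1.16, adjusted p = 0.00764, camera, adjusted p = 0.520 with an estimated correlation), 3 members when adjusted over the list alone and 2 over all transcripts, and its own median by array is highest in AAT arrays 2 and 4 (2.39 and 1.25). Matrix and fibroblast genes (26 of 30, median 0.75, adjusted p = 0.00764, adjusted p = 0.594 with an estimated correlation), macrophage markers (17 of 25, median 0.43, adjusted p = 0.00764, adjusted p = 0.520 with an estimated correlation) and endothelial markers (17 of 23, median 0.72, adjusted p = 0.0332, adjusted p = 0.700 with an estimated correlation) rose as well. These 3 lists are also highest in AAT array 2 (1.10, 1.24 and 1.13). The Gapdh 3' to 5' ratio, a sign of RNA quality, is 20.6 and 25.0 in AAT arrays 2 and 4. It is 7.43 and 8.30 in AAT arrays 1 and 3, and 10.8 and 10.0 in the DIA arrays. The actin ratio does not set AAT arrays 2 and 4 apart (1.23 and 2.01), against 1.67 and 1.29 in AAT arrays 1 and 3. It is 0.88 and 1.10 in the DIA arrays. Islet endocrine genes fell (13 of 16 below the median, median −1.05, adjusted p = 0.0111, adjusted p = 0.672 with an estimated correlation), 2 of them when adjusted over the list alone, with Ptprn, a secretory granule autoantigen, at −4.53 (SE 1.08) and Iapp, amylin, at −2.62 (SE 0.91). By array the islet list is lowest in AAT arrays 2 and 4 (−2.72 and −1.79), against −0.46 and −0.70 in AAT arrays 1 and 3. It lies at 1.11 and −0.65 in DIA arrays 1 and 2. AAT arrays 2 and 4 also have the lowest median signals (92.3 and 94.1). Glucocorticoid response genes rose (12 of 15, median 1.25, adjusted p = 0.00160, adjusted p = 0.197 with an estimated correlation; 5 when adjusted over the list alone; median 0.47 after quantile normalization), with the metallothionein Mt1 at 3.15 (SE 0.71). Oxidative phosphorylation genes rose on the deposited scale (23 of 27, median 1.17, adjusted p = 3.9e-05, adjusted p = 0.520 with an estimated correlation; 9 when adjusted over the list alone), but not after quantile normalization (median 0.27, adjusted p = 0.185). Among counter-regulated genes low in DIA are 5 of 25 interferon-stimulated genes (Rtp4, Ifit2, Ifit3, Ifit1 and Ifi204; Fisher's exact test, adjusted p = 0.0120) and 8 of the 26 genes drawn low in diabetic PLNs in Fig. 1A (Srpk1, Cd244a, Tjp1, Vegfc, Mtus1, Klf4, Hacd1 and Morc4; adjusted p = 1.5e-05, Fisher's exact test). Here too the test takes genes as independent. The Fig. 1A list was chosen on these arrays and is not independent evidence. It rose in AAT vs DIA (21 of 26 above the median, median 0.74, adjusted p = 0.000415, adjusted p = 0.197 with an estimated correlation), 8 members when adjusted over the list alone and 3 over all transcripts. Interferon-stimulated genes did not pass as a list in AAT vs DIA. By array their median is −0.48, 0.99, −0.45 and −0.21 in NOR arrays 1 to 4, highest in NOR array 2. It is −0.71 and −0.66 in the DIA arrays and −0.39, −0.20, −0.45 and 0.18 in AAT arrays 1 to 4. The 45 calls become 0 without a trend in the variance prior of limma and 8 after median centring, and run from 1 (without AAT array 3) to 866 (without DIA array 2) when 1 array is left out. The counter-regulated count is 2246 after quantile normalization and 3143 without DIA array 2. The adipocyte, matrix and macrophage lists lose their calls without DIA array 2 or AAT array 2 (adjusted p up to 0.153, 0.265 and 0.131), with medians of 0.72, 0.47 and 0.29 without AAT array 2. The endothelial list does so without DIA array 2 or AAT array 2 or 3 (up to 0.451, medians 0.35, 0.24 and 0.82). So do the islet list without DIA array 1 or AAT array 2 (up to 0.204, −0.43 and −1.18) and the oxidative phosphorylation list without DIA array 1 (0.153, median 0.28). Other medians that move by over 1.5 times are those of the macrophage list without DIA array 1 or 2 or AAT array 1 (0.78, 0.92 and 1.12), the endothelial list without DIA array 1 (1.17), the islet list without DIA array 2 or AAT array 1 (−2.03 and −1.75), oxidative phosphorylation without DIA array 2 (1.95) and the Fig. 1A list without DIA array 1 or NOR array 1 (1.43 and 1.13).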

In PLNs, 1,367 transcripts were counter-regulated by FC>2 and P value<0.05 in the AAT treatment group as compared to diabetic mice (**Fig. 1B**). These results clearly demonstrate that a significant portion of genes dysregulated during diabetes onset are reversed by AAT or PM treatment in both fat and PLNs suggesting that these sets of counter-regulated genes are critical for diabetes development and have to be reversed in order to restore normoglycemia.

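Of the 3455 fat transcripts past the study's thresholds in DIA, 13.95% also pass them in the opposite direction under both treatments, 18.4% under AAT and 44.1% under PM. In PLNs, 30.2% of 4418 transcripts do so under AAT. The same DIA arrays enter both sides of each comparison, so that an array with a high value by chance gives a rise in DIA and a fall under treatment. In data simulated with no difference between any groups, these shares are on average 9.64% (8.54% to 10.7% in 20 simulations), 21.9% (19.8% to 24.1%) and 23.6% (21.8% to 24.9%) in fat and 31.7% (28.3% to 33.6%) in PLNs. A change of opposite sign under AAT and PM is seen for 92.3% and 95.6% in fat, against 89.3% and 91.9% simulated, and under AAT for 86.3% in PLNs, against 97.3% simulated. As counts, 190.9 transcripts on average (163 to 212) are counter-regulated in fat, against 482 observed, and 699.4 (611 to 753) in PLNs, against 1335 observed. With the DIA change kept and the treated groups set at the DIA level, the simulated means are 219.95 (197 to 243) and 880.0 (812 to 924). These counts are not directly comparable with those observed, as 1978.5 fat and 2206.95 PLN transcripts pass the thresholds in DIA in the simulations with no difference. With the DIA change kept, 8586.2 and 9221.95 do. The simulated shares are then 2.56% (both treatments), 7.53% (AAT) and 7.81% (PM) in fat and 9.54% in PLNs. They are taken over more transcripts than the 3455 and 4418 observed, so they are not directly comparable with the observed shares either. Independent overlap (n1 × n2/N, and its product over 3 comparisons in fat) would give 0.961 high and 1.63 low in fat and 140.1 high and 155.5 low in PLNs. When 1 DIA array is used for DIA vs NOR and the other for the treatments, 169 or 150 transcripts are counter-regulated in fat and 346 or 229 in PLNs. Over all transcripts, the changes of DIA vs NOR and of AAT vs DIA in fat correlate at −0.516 (simulated −0.501; covariance −0.513 against −0.418), those of DIA vs NOR and PM vs DIA at −0.671 (simulated −0.549; covariance −0.704 against −0.419), and those of AAT vs DIA and PM vs DIA at 0.542 (simulated 0.547; covariance 0.50 against 0.417). In PLNs the value is −0.537 (simulated −0.666; covariance −0.864 against −0.721). With split DIA arrays the correlations are −0.121 and −0.0759 for AAT in fat, −0.217 and −0.241 for PM, and −0.0735 and 0.119 in PLNs. Among all transcripts changed in DIA, 56.2% in AAT fat and 69.2% in PM fat lie within 2-fold of NOR (50.1% and 50.8% simulated with no difference), while 690 and 487 still pass the thresholds against NOR in the direction of the DIA change. Of the counter-regulated transcripts, 93.1% (AAT) and 96.1% (PM) lie within 2-fold. Their selection builds in most of this, as 88.7% do under each treatment in the simulations with no difference. The paper compares treated with diabetic tissue at the same thresholds used for the onset of diabetes, takes the transcripts that change in the opposite direction as reversed, and concludes that a significant portion of the dysregulated genes is reversed by AAT or PM in both tissues. It proposes that these sets of genes are critical for diabetes and must be reversed to restore normoglycemia.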

**Table 1:** List of fold changes of the top 30 genes out of 238 genes counter-regulated by AAT and Power Mix treatment in fat.

SYMBOL	GENE NAME	Treatments		
		Diabetes	AAT	Power Mix
Ppbp	pro-platelet basic protein	−13.4	4.1	6.5
Net1	neuroepithelial cell transforming gene 1	−11.1	7.7	14.7
Pck1	phosphoenolpyruvate carboxykinase 1, cytosolic	−9.3	12.6	13.6
Cd24a	CD24a antigen	−5.8	5.4	3.5
Egr1	early growth response 1	−5.4	6.8	9.5
Rsad2	radical S-adenosyl methionine domain containing 2	−4.3	3.8	2.5
Txnip	thioredoxin interacting protein	−3.9	3.6	4.0
Ptp4a1	protein tyrosine phosphatase 4a1	−3.6	2.7	4.3
Crls1	cardiolipin synthase 1	−3.6	2.2	4.1
Mycl1	v-myc myelocytomatosis viral oncogene homolog 1	−3.0	2.3	2.6
Bnip3l	BCL2/adenovirus E1B interacting protein 3-like	−3.0	2.2	2.0
Ube2d3	ubiquitin-conjugating enzyme E2D 3	−2.9	2.2	3.2
Isg20	interferon-stimulated protein	−2.7	2.3	2.2
Ikbkg	inhibitor of kappaB kinase gamma	−2.6	2.6	2.9
Ccng2	cyclin G2	−2.5	2.5	2.4
Psmd7	proteasome 26S subunit	−2.5	2.0	2.0
Pdk4	pyruvate dehydrogenase kinase, isoenzyme 4	−2.3	4.4	4.2
Bcap31	B-cell receptor-associated protein 31	2.3	−2.4	−2.5
Ccnd2	cyclin D2	2.5	−2.7	−2.4
Chst1	carbohydrate (keratan sulfate Gal-6) sulfotransferase 1	2.6	−2.1	−2.3
Acaca	acetyl-Coenzyme A carboxylase alpha	3.0	−4.5	−3.0
Ccnl2	cyclin L2	3.1	−2.2	−3.1
Mrc2	mannose receptor, C type 2	3.1	−2.1	−3.1
Igfbp5	insulin-like growth factor binding protein 5	3.7	−2.6	−3.7
Rpn1	ribophorin I	3.7	−2.1	−3.6
Rhof	ras homolog gene family, member f	3.9	−3.2	−3.9
Camkk2	calcium/calmodulin-dependent protein kinase kinase 2	4.0	−3.0	−3.7
Pgd	phosphogluconate dehydrogenase	5.2	−4.1	−5.3
Insig1	insulin induced gene 1	7.8	−7.2	−4.3

To gain further insight into the impact of AAT treatment on PLNs, we performed systems biology oriented analysis on the 1,367 transcripts showing an AAT induced reversal pattern, i.e., genes whose expression in PLNs resembles those of normal mice following, but not before treatment, using Ingenuity Pathway Analysis (IPA) 5.0 (www.ingenuity.com). This approach enabled us to identify 10 interactive networks of genes with scores >15. 

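Of the 1335 counter-regulated PLN transcripts, 88.1% lie within 2-fold of NOR in the AAT arrays (4 arrays each), or 73.3% relative to the median of all transcripts. Their selection builds this in, as 90.7% do in data simulated with no difference between any groups. Of all 4418 transcripts changed in DIA, 46.5% do (48.5% relative, 63.3% simulated), 1609 still pass the study's thresholds against NOR in the direction of the DIA change, and 40 pass them in the other direction. Compared directly with NOR, AAT PLNs differ in 1686 transcripts by limma, 496 higher and 1190 lower (70.6% lower). The direction of this split depends on the scaling and on single NOR arrays. After median centring 1310 are higher and 268 lower (17.0% lower), and after quantile normalization 216 are called, 96 higher and 120 lower (55.6% lower). Without NOR array 1, 3 or 4 the lower share is 35.7%, 49.3% and 36.7%, and without any other array it is 55.2% to 86.6%. It is 49.4% with the filter at the 60th percentile and 47.2% with 1 probe set per gene. The remaining settings keep a lower majority. Plasma cell and immunoglobulin genes rose (11 of 12 above the median, median 1.59, adjusted p = 7.9e-06, camera, adjusted p = 0.0551 with an estimated correlation; median 0.86 after quantile normalization), 4 of them when adjusted over the list alone and 2 over all transcripts: Jchain (3.52, SE 0.37, adjusted p = 0.00203) and Iglv1 (3.05, SE 0.61, adjusted p = 0.0420). Germinal centre markers rose (8 of 10, median 1.17, adjusted p = 0.000272, adjusted p = 0.237 with an estimated correlation), with 4 up and 1 down as measured when adjusted over the list alone and 2 called over all transcripts, Basp1 (3.44, SE 0.39, adjusted p = 0.00476) and Rgs13 (4.37, SE 0.57, adjusted p = 0.00670). Glucocorticoid response genes rose (14 of 15, median 1.29, adjusted p = 4.2e-05, adjusted p = 0.0883 with an estimated correlation; median 0.71 after quantile normalization), with Dusp1, a phosphatase of MAP kinases (3.62, SE 0.46, adjusted p = 0.00670), and Nfkbia, the inhibitor of NF-κB (2.56, SE 0.38, adjusted p = 0.0188), called over all transcripts and, as measured, 5 up and 1 down when adjusted over the list alone. Adipocyte genes rose (12 of 16, median 1.33, adjusted p = 0.00171, adjusted p = 0.258 with an estimated correlation), 3 members when adjusted over the list alone and 3 over all transcripts: Fabp4 (3.18, SE 0.40, adjusted p = 0.00670), Cebpb (2.39, SE 0.36, adjusted p = 0.0224) and Lpl (3.25, SE 0.60, adjusted p = 0.0287). Their median is 0.62 without AAT array 2 (adjusted p = 0.0485). Macrophage markers (20 of 25, median 0.82, adjusted p = 0.00254, adjusted p = 0.258 with an estimated correlation) and general B cell markers (17 of 20, median 0.42, adjusted p = 0.0231, adjusted p = 0.554 with an estimated correlation) rose as well, with calls that are lost without AAT array 2 (medians 0.52 and 0.25, adjusted p = 0.0960 and 0.178). The B cell list also loses its call without NOR array 4 (median 0.23, adjusted p = 0.0725), has a median of 0.67 without AAT array 4 and turns to −0.13 after quantile normalization. Islet endocrine genes fell (13 of 16 below the median, median −1.69, adjusted p = 0.00521, adjusted p = 0.481 with an estimated correlation), 3 of them when adjusted over the list alone and 2 over all transcripts, Ptprn (−4.53 here too, SE 0.88, adjusted p = 0.00792) and Iapp (−2.92, SE 0.74, adjusted p = 0.0185). By array the islet list lies at −0.46, −2.72, −0.70 and −1.79 in AAT arrays 1 to 4. In NOR arrays 1 to 4 it lies at 0.54, −0.44, −0.53 and 0.52. The fall is thus largest in AAT arrays 2 and 4, which have the highest Gapdh ratios and the lowest median signals (92.3 and 94.1). Mammary and skin epithelial genes are also lowest in these arrays (−1.27 and −0.94), whereas adipocyte genes are highest there (2.39 and 1.25). Whether the Gapdh ratio accounts for the islet values was not tested, and with these low signals their source stays open. Acinar and ductal genes are higher (22 of 26, median 1.74, adjusted p = 4.6e-05, adjusted p = 0.538 with an estimated correlation), 0 members passing over the list alone, and the call is lost without AAT array 3 (median 0.38, adjusted p = 0.155). Oxidative phosphorylation genes lie higher on the deposited scale (25 of 27, median 1.17, adjusted p = 5.6e-08, adjusted p = 0.237 with an estimated correlation; 6 over the list alone, and Ndufv1, Cox6c and Cox5b over all transcripts) but not after quantile normalization (median 0.09, adjusted p = 0.303). Cytosolic ribosomal genes turn from a median of 1.18 (adjusted p = 3.3e-05, adjusted p = 0.194 with an estimated correlation) to −0.24 (adjusted p = 0.161). The Gapdh 3' to 5' ratio is 7.43, 20.6, 8.30 and 25.0 in AAT arrays 1 to 4. The actin ratio is 1.67, 1.23, 1.29 and 2.01 in these arrays, within the range of the NOR arrays (0.94 to 2.31). The median signal is 92.3 to 178.0 in AAT arrays against 179 to 265 in NOR arrays. The 1686 calls fall to 331 without a trend in the variance prior, and run from 84 (without NOR array 1) to 4736 (without AAT array 1) when 1 array is left out.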

The network score is an indicator of significance, the higher the score the more significantly the biological network is perturbed. To understand the underlying biological mechanisms, we merged the top 7 networks including genes related to inflammatory response and cellular growth into one network. This interactive network analysis incorporated additional genes into the network that were not identified as differentially expressed in the counter-regulation analysis (shown in white color). Several of these genes formed regulatory or highly connected nodes that serve as focus hubs in the networks, suggesting that these genes are targeted by many other genes. The merged network was analyzed to identify network hubs and bottlenecks, which may represent the key regulatory nodes in the network. The key hubs in the network were identified using degree of connectivity (number of interactions for a node with other network genes). An interactive network of the top 20 ranked focus gene hubs is shown in Figure 2A. The detailed network of focus hubs and interacting genes counter by AAT treatment is shown in Figure S1. The focus hubs are formed by inflammation-regulated genes (e.g., TNF-α, NF-κB, TGF-β, IL6, IL-1β, VEGF), kinases (e.g. AKT, PI-3 Kinase, P38 MAPK), and cell cycle/proliferation related genes (ERK1/2, MYC) (**Fig. 2B**). Among these focus hub genes TNF-α is the most highly connected gene, accounting for 53% of the connections (**Fig. 2B**). 

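Of the genes behind the PLN hubs, 24 were measured, and 13 have higher and 11 lower values in DIA than in NOR arrays. Tnf, Mapk14 (p38 MAPK), Vegfa and Vegfc pass the study's thresholds in DIA, all lower, and Mapk14, Vegfa and Vegfc are counter-regulated by AAT. Mapk14 has a change of −1.27 in DIA vs NOR (SE 0.45, adjusted p = 0.276) and 1.94 in AAT vs DIA (SE 0.45, adjusted p = 0.170). Vegfa has −2.09 (SE 0.70, adjusted p = 0.269) and 2.36 (SE 0.70, adjusted p = 0.224). Vegfc signals are 31.5 and 35.6 in DIA, 592 to 1082 in NOR and 814 to 3301 in AAT arrays, and it is the 1 hub gene called by limma over all transcripts, with a call that is lost in DIA vs NOR and in AAT vs DIA without a trend in the variance prior. In DIA vs NOR it is also lost with a floor at the 20th percentile (Vegfc adjusted p = 0.0731). The other hubs stay under the thresholds in DIA: the cytokines Il6 (−1.63, SE 1.61, adjusted p = 0.786), Il1b (0.50, SE 0.98, adjusted p = 0.939) and Tgfb1 (0.09, SE 0.70, adjusted p = 0.996), the kinase Akt1 (−1.33, SE 1.01, adjusted p = 0.691), Myc (0.26, SE 0.41, adjusted p = 0.945) and Stat3 (0.56, SE 0.57, adjusted p = 0.859). Connections in the network were not analysed here.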

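The Tnf signal in PLNs is 337, 233, 234 and 382 in NOR, 42.7 and 107 in DIA, and 24.5, 55.4, 36.0 and 88.8 in AAT arrays. Relative to the median of all transcripts, Tnf changes by −1.98 in DIA vs NOR (SE 0.92, adjusted p = 0.453), 0.01 in AAT vs DIA (SE 0.92, adjusted p = 0.774) and −1.94 in AAT vs NOR (SE 0.75, adjusted p = 0.0517), so that no contrast is called by limma. Among 36 measured TNF and NF-κB target genes, 21 lie above the median of all transcripts in DIA vs NOR (median 0.18, adjusted p = 0.922, camera). 2 fell when adjusted over the list alone, Nfkbie, an inhibitor of NF-κB (−1.83, SE 0.52), and the chemokine Cxcl10. In AAT vs DIA 22 lie above (median 0.38, adjusted p = 0.226), and 1 rose when adjusted over the list alone (Nfkbie, 2.57, SE 0.52). In AAT vs NOR the list did not pass either (24 of 36 above, median 0.54, adjusted p = 0.118), and its median turns to −0.09 after quantile normalization. Over all transcripts 3 members rose, Nfkbia, Tnfaip2 (2.56, SE 0.44, adjusted p = 0.0303) and Sod2, the mitochondrial superoxide dismutase (2.37, SE 0.35, adjusted p = 0.0221), and 1 fell, Cxcl10 (−1.27, SE 0.47, adjusted p = 0.0279). The 4 calls are lost after quantile normalization.

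**Figure D2:**
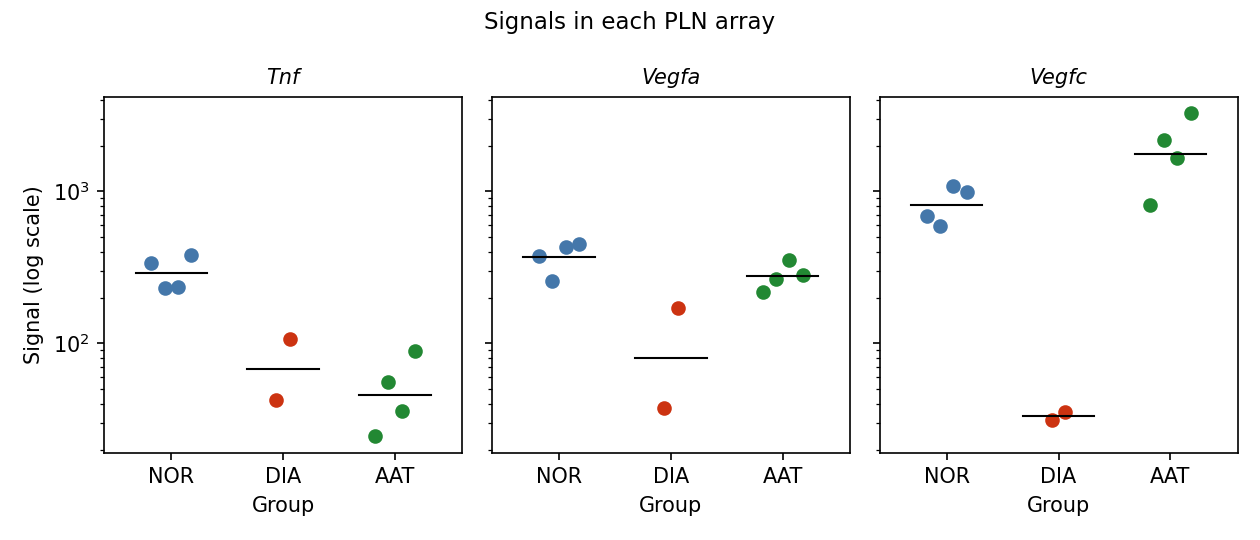
Signals of Tnf, Vegfa and Vegfc in each PLN array (intensity on a log axis). Points are arrays and bars are geometric means of the groups. Tnf is lower in the 2 DIA and 4 AAT arrays than in the 4 NOR arrays, whereas Vegfa and Vegfc lie lowest in the DIA arrays.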

Similar interactive network based analysis on the fat counter-regulated genes (238) identified 5 significant networks (Score≥40) related to cell cycle, lipid metabolism and carbohydrate metabolism. 

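Of 21 measured genes behind the fat hubs (Tnf, Rela, Akt1, Akt2, Pik3ca, Hnf4a, Egr1, Mapk8, Ins2 and others), 9 have higher and 12 lower values in DIA than in NOR fat. Fos and Egr1, both immediate early transcription factors, are the 2 that pass the study's thresholds in DIA and are counter-regulated by AAT and PM, without a call by limma (Fos: AAT vs DIA 3.15, SE 0.64, adjusted p = 0.688; PM vs DIA 2.69, SE 0.58, adjusted p = 0.271). The Tnf signal is low in each group (NOR 79.3 and 31.7, DIA 25.6 and 100.2, AAT 20.9 and 40.2, PM 72.9, 48.7 and 32.4), and its change is 0.12 in DIA vs NOR (SE 1.11, adjusted p = 0.998), −0.75 in AAT vs DIA (SE 1.11) and −0.21 in PM vs DIA (SE 1.02). Tgfb1 is at 1.13 in DIA vs NOR (SE 0.69, adjusted p = 0.687), Pparg, the regulator of adipocyte differentiation, at −0.86 (SE 0.36, adjusted p = 0.478) and at 1.08 in PM vs DIA (SE 0.33, adjusted p = 0.355), Akt1 at 0.70 (SE 0.39, adjusted p = 0.677) and Hnf4a at −0.65 (SE 0.61, adjusted p = 0.739). TNF and NF-κB target genes did not pass in fat as a list of 36 (DIA vs NOR median −0.17, adjusted p = 0.775; AAT vs DIA 0.03, adjusted p = 0.951; PM vs DIA 0.21, adjusted p = 0.323), with 0 members passing over the list alone. The chemokine Ccl5, with the smallest p in DIA vs NOR, is at 2.36 (SE 0.75, adjusted p = 0.451).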

The merging of the three significantly effected networks generated a complex network with regulatory hubs formed by inflammation related genes (e.g. TNF-α, NF-κB), kinases (e.g. AKT, PI-3 kinase), and transcriptional regulators (HNF4A, EGR1, Jnk) as well as diabetes related genes (Insulin, Ins1) (**Fig. 3**). The top 20 ranked focus gene hubs are shown in Figure 3A. The detailed network of focus hubs and interacting genes counter by AAT and PW in fat is shown in Figure S2. The focus gene hubs are likely critical for overall function of the network and, thus, interruption of such genes by therapeutic intervention is anticipated to perturb the whole network of genes. Interestingly, interactive network based analysis identified significant hubs formed by TNF-α, NF-κB, AKT, and PI-3 kinase in both fat and PLNs. TNF-α again emerged as the highest connected gene, accounting for 32% of the connections. 

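The changes of AAT vs DIA in fat (2 arrays each) and in PLNs (4 and 2 arrays), which share no arrays, correlate at 0.0684 over all transcripts (Spearman 0.0833). Of the transcripts counter-regulated by AAT, 425 rose in fat and 851 in PLNs at the study's thresholds, and 9 rose in both, where 8.03 would if the 2 sets were independent. 209 and 484 fell, 1 in both, where 2.25 would. The genes among them are Gabarapl1, an autophagy protein (1.70 in fat and 2.18 in PLNs, as measured), Hpgd, which degrades prostaglandins (2.76 and 2.56), Zfp36l2, which destabilizes mRNAs (1.84 and 2.16), Dguok, a mitochondrial deoxyguanosine kinase (1.51 and 1.48), Zfp664, Susd5, Rbbp9, Apol11b, 2410022M11Rik and, lower in both, the folate transporter Slc46a1 (−3.04 and −2.73). A further 10 transcripts are counter-regulated by AAT in both tissues in opposite directions. Of the gene lists, 2 rose under AAT in both tissues, glucocorticoid response genes and immediate early genes. The calls of both are lost with an estimated correlation (adjusted p = 0.464 in fat and 0.197 in PLNs, and adjusted p = 0.484 and 0.206). In PLNs 19 of 25 immediate early genes lie above the median (median 0.61, adjusted p = 0.0301, camera), a call that is lost after quantile normalization (adjusted p = 0.185) and without AAT array 2 or 4 (up to 0.157), with a median of 1.33 without DIA array 2. Genes of fatty acid and triglyceride synthesis, which fell in fat, have a median of 0.52 in PLNs (18 of 24 above the median of all transcripts, adjusted p = 0.0623, camera). The difference between the tissues under AAT was not tested. Without 1 array the correlation runs from 0.0119 (without fat AAT array 1) to 0.108 (without fat AAT array 2).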

In fat and PLNs the treatments apparently result in perturbation of similar and critical functional modules that are associated with curative effects. TNF-α was identified as the highest connected node in both PLNs and fat, respectively, suggesting its critical role in curative effects.

**Figure 2:**
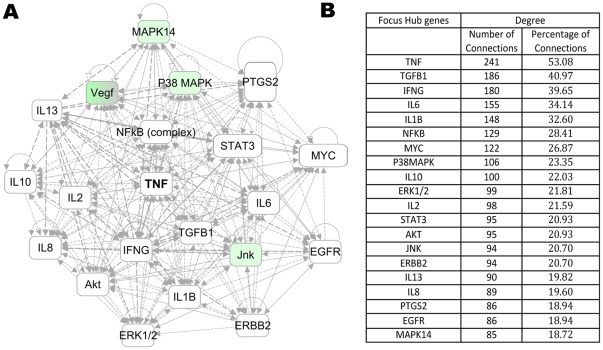
Counter-regulated network signature in PLNs. A) Interactive Network of top 20 focus gene hubs. B) Ranked list of top 20 focus gene hubs on the basis of degree of connectivity. A merged network was generated from the top 7 networks of AAT treatment counter-regulated genes in PLNs. The Ingenuity pathways analysis (IPA) tool was used to generate and merge the significantly effected networks from the AAT treatment counter-regulated genes. The focus gene hubs were ranked in the merged network on the basis of degree of connectivity.

**Figure 3:**
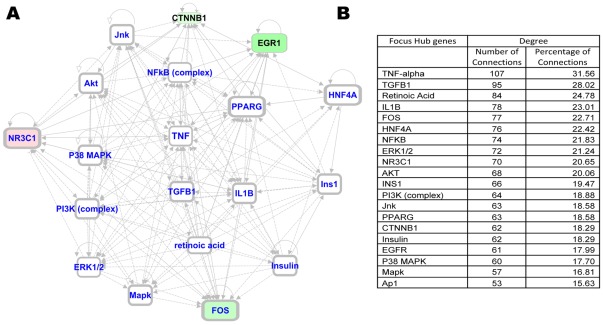
Counter-regulated network signature in fat. A) Interactive Network of top 20 focus gene hubs. B) Ranked list of top 20 focus gene hubs on the basis of degree of connectivity. The interactive network based analysis on the 238 fat counter-regulated genes identified 5 significant networks (Score≥40) related to cell cycle, lipid metabolism and carbohydrate metabolism. The merged network was generated from the top 3 networks of genes counter-regulated in fat by AAT and PM treatment. The focus gene hubs were ranked in the merged network on the basis of degree of connectivity.

**Table 2:** Short-term treatment of Diabetic NOD mice with anti-TNF-α treatment permanently restores euglycemia.

Treatment	Normoglycemia achieved (range in days)	Normoglycemic (%)	Total number of mice used
NONE	N/A	0%	150 (Historical controls)
NONE	N/A	0%	20 (New controls)
Control mAb	N/A	0%	10
Anti-TNF-α	1–38	92%	24

### Short-term anti-TNF-α treatment restores an enduring euglycemic state in new onset diabetic NOD mice

As noted above, the potential role of TNF-α in the pathogenesis of diabetes is interesting and somewhat controversial. As our array and pathways oriented approach (see above) suggested TNF-α as the top focus gene hub, it is a potential therapeutic target linked to NF-κB directed inflammation, another significant hub. Thus, we tested the efficacy of a short course of anti-TNF-α in new onset (>10 days) T1D/T2D NOD mice whose thrice-repeated blood glucose levels ranged from 200 to 350 mg/dl. All untreated diabetic NOD mice remained hyperglycemic despite daily insulin therapy without spontaneous remissions (**Table 2**) and most died within 7 weeks of onset of T1D. In contrast, long lasting (>200 days follow up) euglycemia (80–160 mg/dl) was rapidly (1–38 days) achieved in 22 of 24 anti-TNF-α, but not control, mAb treated diabetic NOD mice despite cessation of anti-TNF-α therapy (**Table 2**).

**Table 3:** Short-term treatment of Diabetic NOD mice with anti-TNF-α therapy restores immune tolerance to beta cells.

Group	DONOR (islets)	RECIPIENTS	TREATMENT	SURVIVAL (days)	Number of mice used
A	NOD-scid	NOD-sp	NONE	4–21	5
B	C57BL/6	NOD-sp	NONE	5–8	20
C	NOD-scid	NOD-sp/stz*	240–300 days after anti-TNF-α treatment	>70	11
D	C57BL/6	NOD-sp/stz*	240–300 days after anti-TNF-α treatment	3–11	7

NOD-sp spontaneous new onset diabetic NOD mice;

* NOD-sp/stz, a streptozotocin induced diabetic state was induced in NOD recipients. Spontaneously diabetic NOD mice (**Groups C, D**) were previously restored to a euglycemic state by anti-TNF-α treatment. These mice remained euglycemic 240–300 days following the cessation of treatment.

Syngeneic NOD.SCID islet (**Groups A, C**) or allogeneic C57BL/6 (**Groups B, D**) islet grafts were transplanted into NOD recipients.

### Anti-TNF-α treatment induces immune tolerance selective to syngeneic beta cells in T1D NOD mice

As shown in **Table 3**, control untreated spontaneously new onset T1D NOD recipients reject Non-Obese Diabetic- Severe Combined Immunodeficiency mouse (NOD-scid) syngeneic or C57BL/6 allogeneic islet grafts and become diabetic 4–21 or 5–8 days, respectively, post-transplantation (**Table 3** **, Groups A and B**). To determine whether euglycemic anti-TNF-α treated spontaneously new onset T1D NOD mice were rendered tolerant to their islets, we destroyed remnant beta cells through administration of streptozotocin (STZ) long-following (240–300 days) cessation of anti-TNF-α therapy (**Table 3** **, Groups C and D**). Subsequently syngeneic or allogeneic islet grafts were transplanted into successfully treated NOD mice whose diabetic state was rekindled with STZ administration (**Table 3** **, Groups C and D**). Without re-institution of immunosuppressive therapy in hosts previously treated with anti-TNF-α, all STZ treated recipients of syngeneic (**Table 3** **, Group C**), but not allogeneic (**Table 3** **, Group D**), islets became normoglycemic within 24 hours and remained normoglycemic thereafter. Allogeneic islets transplanted into spontaneously diabetic NOD mice treated with STZ are rapidly rejected (**Table 3** **, Group C**). Hence, anti-TNF-α treatment creates a drug-free tolerant state to syngeneic insulin producing beta cells.

### Islet histology, beta cells mass and circulating insulin levels

Previous morphometric analysis of the insulin positive mass of pancreatic islets revealed that NODs with blood glucose levels between 250 mg/dl–350 mg/dl have about 25% of the insulin positive beta cell mass of non-autoimmune NOD.SCID mice (5). The 25% residual beta cell mass is similar to that found in newly diagnosed patients with T1D. Histological and immunohistochemical analysis was performed on islets from young 3-week-old non-diabetic, age matched new onset diabetic NOD mice treated with insulin or insulin plus anti-TNF-α. Islets from young non-diabetic NOD mice revealed rare CD3+ mononuclear leukocytes within the islets and abundant insulin expressing beta cells (**Fig. 4** **A&B**). In new onset diabetic NOD mice a prominent intra- and peri-islet CD3+ T cell rich process and grossly diminished numbers of insulin staining beta cells are evident (**Fig. 4** **C&D**). Islets from anti-TNF-α treated new onset diabetic mice, similar to islets from non-diabetic NOD mice, show normal numbers of insulin expressing beta cells (**Fig. 4** **E&F**). Only peri-islet, not islet invasive, CD3+ T cells are present (**Fig. 4** **E&F**). Thus, successful treatment alters the insulitis from an invasive to a non-invasive circumferential pattern.

**Figure 4:**
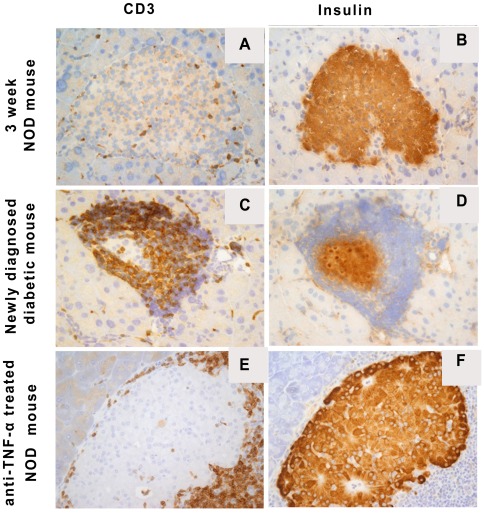
Immunohistochemical staining for CD3 and insulin in NOD pancreatic islets from different experimental groups. Representative frozen sections from a 3 week old female pre diabetic NOD mouse without insulitis (A, CD3; B, insulin), a newly diagnosed diabetic female mouse (C, CD3; D, insulin) and a diabetic NOD female mouse treated with anti-TNF-α (E, CD3; F, insulin). Overall the figures document increasing cellular infiltration by CD3+ T cells and the associated loss of insulin positive cells in diabetic (C, D), as compared to prediabetic, hosts (A, B). After anti-TNF-α treatment, intra-islet infiltration by CD3+ T cells is abolished with the appearance of a circumferential non-invasive CD3+ T cell process (E). After treatment many islets are found with normal insulin+ beta cells (F).

### Anti-TNF-α treatment ablates insulin resistance in new onset T1D/T2D NOD mice

Recent studies have revealed insulin resistance in new onset diabetic NOD mice [3], [5]. Hence we sought to determine whether anti-TNF-α treatment restores the sensitivity of NOD mice to insulin driven disposal of blood glucose. Blood glucose levels in 10-week-old new onset diabetic mice fell only 37% over a 30 min period following an intraperitoneal injection of insulin, but decreased by ca. 80–85% in anti-TNF-α treated mice (**Fig. 5**). This pattern was also noted in age matched control non-diabetic NOD mice (**Fig. 5**). Thus, anti-TNF-α treatment ablates insulin resistance, thereby normalizing the response of host tissues to insulin.

**Figure 5:**
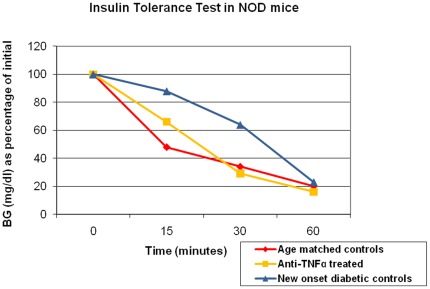
TNF-α treatment ablates insulin resistance in diabetic NOD mice. Insulin tolerance tests were performed in age matched NOD mice (n = 10/group): 1) new onset diabetic NOD mice; 2) anti-TNF-α treated new onset NOD mice; 3) age matched normoglycemic control NOD mice. Food was withheld 3 hours before testing. Animals were weighted and blood samples collected at 0 minutes, animals were injected i.p. with 0.75 U/kg of regular human insulin (Novolin, Novo Nordisk Pharmaceutical Industries, Inc. Clayton, NC). Blood samples were then collected at 15, 30 and 60 minutes. The blood glucose (BG) results were expressed as percentage of the baseline blood glucose concentration.

### Anti-TNF-α treatment restores in vivo insulin signaling in diabetic NOD mice

As insulin resistance in new onset diabetic NOD mice is accompanied by defective in vivo insulin signaling in tissues that are targeted for glucose disposal [4], [5], we examined the effects of anti-TNF-α upon insulin signaling in fat of new onset diabetic NOD mice. Insulin-stimulated tyrosyl phosphorylation of the insulin receptor (IR) was markedly (90%) diminished in new onset T1D NOD mice, as determined by immunoblot densitometry, compared to age matched control non-diabetic NOD mice (**Fig. 6A**). Impaired insulin signaling was also evident with respect to insulin-stimulated tyrosyl phosphorylation of insulin receptor substrate-1 (IRS-1) (**Fig. 6B**), a molecule that normally transmits the downstream signals of the insulin activated IR. The impact of short term anti-TNF-α therapy upon tyrosyl phosphorylation patterns in new onset T1D mice rendered euglycemic by anti-TNF-α therapy was compared with that obtained with mice rendered euglycemic from the time of diagnosis of overt diabetes with intense insulin therapy delivered i.p. with osmotic pumps. Anti-TNF-α therapy, unlike osmotic insulin pump therapy, does not immediately render the treated mice euglycemic. We have previously demonstrated that osmotic insulin pump therapy while correcting hyperglycemia does not restore normal insulin-triggered tyrosyl phosphorylation patterns [4]. Treatment with anti-TNF-α, but not intense osmotic pump delivered insulin or conventional insulin, completely restored the tyrosyl phosphorylation of IR and IRS-1 in new onset T1D NOD mice. Anti-TNF-α treatment apparently ablates insulin resistance via restoration of normal tyrosyl phosphorylation dependent insulin signaling.

**Figure 6:**
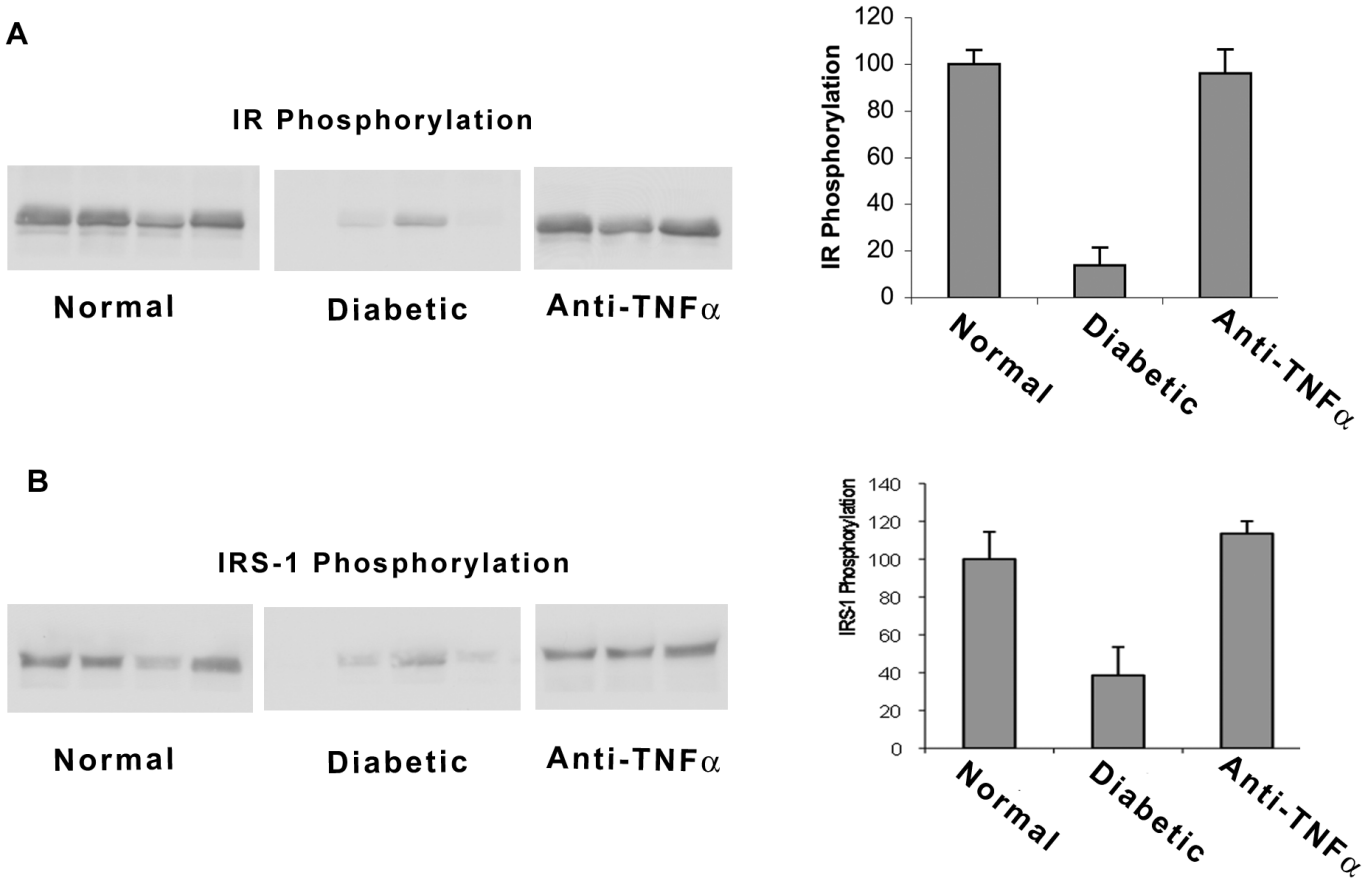
Anti-TNF-α treatment restores insulin signaling in new onset diabetic NOD mice. A) Compares tyrosyl phosphorylation of the insulin receptor in normal controls vs. newly diabetic and anti-TNF-α treated NOD mice. B) Compares tyrosyl phosphorylation of IRS-1 in normal controls vs. newly diabetic and anti-TNF-α treated NOD mice. The left side shows representative immunoblots. The right side shows quantitative analysis of the immunoblots. Mice (n = 6–8/group) were fasted overnight and injected with human insulin (20 units/kg body weight i.p.) to acutely stimulate insulin signaling. Mice were sacrificed 10 minutes later. Fat tissue obtained (50 days post-treatment) was dissected and frozen in liquid nitrogen before immunoblotting analysis of insulin signaling proteins among i) normal non-diabetic NOD mice; ii) newly diagnosed diabetic NOD mice treated with conventional insulin therapy; iii) anti-TNF-α treated NOD mice at 50 days post- treatment.

## Discussion

Short-term treatment with PM [5] or with AAT [4] permanently restores euglycemia, self-tolerance to islets, and also restores effective insulin sensitivity/signaling [4], [5]. As a means to search for new therapeutic targets, we have applied genome wide transcriptional profiling, systems biology, and pathway analysis techniques to further examine the curative impact of PM [5] and AAT [4] regimens upon pancreatic lymph nodes, a relevant immune system site and fat, a site for insulin directed glucose disposal, in new onset T1D/T2D NOD mice. Systems biology analysis of the transcriptional profiles of animals treated with PM or AAT identified TNF-α as the top focus gene hub, as determined by the highest degree of connectivity, in both tissues. In PLNs and fat TNF-α interacted with 53% and 32% of genes, respectively, associated with reversal of diabetes by previous treatments. In short, our molecular analysis suggested that PM [5] and AAT [4] both may act in part by quenching a detrimental TNF-α dependent effect in both fat and PLNs. Some investigators advocate therapy with TNF-α or TNF-α inducers [15], [16] as treatments for autoimmune diseases including T1D. Nonetheless, we administered neutralizing anti-TNF-α mAb short term to new onset diabetic NOD mice. Gratifyingly, anti-TNF-α mAb administration to new onset T1D/T2D NOD mice served to enduringly restore euglycemia, self-tolerance, and normal insulin signaling. While many treatments prevent the occurrence of diabetes in the NOD model, few permanently restore euglycemia and self-tolerance. Indeed anti-TNF-α has been reported to prevent diabetes but not restore euglycemia in overtly diabetic NODs [12]. Our protocol for strict diabetes control, a protocol not used in the previous study [12], was crucial to success as an adjunct to anti-TNF-α treatment.

Previous studies have shown that an elevation of TNF-α levels during the neonatal period in NOD mice increases the frequency and hastened onset of T1D [13], [14]. Injection of neutralizing anti-TNF-α into newborn NOD mice results in complete prevention of disease [13]. TNF-α may function in part by activating macrophages. As a consequence, activated macrophages may enter the islets and begin to (i) recruit auto-reactive lymphocytes [17], [18]; (ii) process and present beta cell auto-antigens; and (iii) release pro-inflammatory cytokines that promote effector type responses by autoreactive T cells. That subtle inflammation, including critical expression of TNF-α, is associated with and likely causal for obesity linked T2D insulin resistance and faulty insulin signaling is well appreciated [19]. Our new observations indicate that a similar pattern of inflammation exists in both insulin sensitive (fat) and pancreatic lymph nodes of new onset diabetic NOD mice in which TNF-α is an important hub related to the pathogenesis of T1D and T2D. Our data do not prove that TNΦ–α per se causes diabetes, but the data, in keeping with the bioinformatics analysis showing this molecule as a major hub in the disease, prove that in the NOD mouse, diabetes is a dependent process. One can speculate the rapid restoration of euglycemia was enabled by the ablation of insulin resistance and ablation of the pro-inflammatory invasive insulitis enabling dysfunction but not destroyed beta cells to resume insulin production. It is notable that a small pilot trial with etanercept, a soluble TNF-α receptor Ig fusion protein that binds to TNF-α, shows promise as a treatment for children with new onset T1D [20]. Overall this study re-enforces the view that pro-inflammatory cytokines play a cardinal role in T1D [4], [5].

This study emphasizes the potential importance of analyzing molecular pathways as a means to identify potential therapeutic targets. There is a vast literature concerning the beneficial therapeutic effects achieved by neutralizing TNF-α with antibodies or circulating receptor proteins in a variety of autoimmune states [21]. Neutralization of TNF-α in these states leads to profound effects upon TNF-α sensitive pro-inflammatory cytokine cascades [21]. In this sense, the beneficial consequences of anti-TNF-α in the clinically relevant new onset T1D NOD model might have been foreseen despite suggestions that (i) TNΦ–α inducers might prove therapeutic and (ii) TNF-α neutralizing therapy might prove detrimental [15], [16].

## Methods

### Ethics Statement

All mice were maintained under pathogen-free conditions at the Harvard Institutes of Medicine (Boston, MA). The Harvard Medical School institutional review board approved all animal studies. The approved protocol number is #03827.

### Mice

Female NOD (NOD/LtJx) mice and NOD.SCID (NOD.CB17-Prkdc^scid^/J) mice were purchased from Jackson Laboratories (Bar Harbor, ME) at 4 wks of age.

### Analysis of Gene Expression Data

Transcriptional profiles of fat and PLNs in normoglycemic NOD mice (NOR), new onset diabetic (DIA), new onset diabetic NOD mice treated with AAT or PM were characterized using the Mouse 430 2.0 Affymetrix GeneChip, according to previously described protocols for total RNA extraction and purification, cDNA synthesis, in vitro transcription reaction for production of biotin-labeled cRNA, hybridization of cRNA with mouse 430 2.0 Affymetrix gene chips, and scanning of image output files [22]. Raw data was submitted to NCBI Gene Expression Omnibus (GEO) database (GEO accession number GSE33891). All experiments were performed at least in duplicate on the fat and PLN NOD tissue samples. The chip quality was determined using the SimpleAffy package of Bioconductor [23]. To obtain the signal values, chips were further analyzed using Robust Multichip Average (RMA) method in R using Bioconductor and associated packages. RMA performed the background adjustment, the quantile normalization and final summarization of 11 oligonucleotides per transcript using the median polish algorithm. When comparing normal vs. diabetic mice, we used a non-parametric method (RankProd) implemented as a Bioconductor package for identification of differentially expressed genes [24]. For identification of differentially expressed transcripts, P values were obtained based on 100 random permutations in the RankProd package. The genes that had P values less than or equal to 0.05 and absolute fold change (FC) >2 between the normal and diabetic mice were considered as differentially expressed.

To identify genes that are involved in the reversal of diabetes after treatment with AAT or PM, we performed counter-regulation analysis on the transcripts that are differentially expressed between diabetic NOD and non-diabetic NOD (i.e., NOR) mice in fat and PLNs [4]. Counter-regulation means that treatment down-regulates the genes that are up-regulated in diabetic vs. normal mice and vice versa. K-means clustering of differentially expressed transcripts to 20 bins was performed to identify transcripts that are counter-regulated by treatments. Bins of transcripts manifesting different degrees of counter-regulation were identified and further filtered on the basis of magnitude and P value based significance of counter-regulation. The final list of counter-regulated genes was generated by considering genes that are counter-regulated by a magnitude of fold change (FC) >2 and P value<0.05 on treatment as compared to diabetic mice.

Interactive network, pathway and function analyses were performed on significantly counter-regulated genes using Ingenuity Pathways Analysis (IPA 5.0) (www.ingenuity.com), a systems biology oriented package. The knowledge base of this software consists of functions, pathways and network models derived by systematically exploring the peer reviewed scientific literature. This database consisting of millions of individually modeled relationships between proteins, genes, cells, tissues, drugs, and diseases for the identification of key functions and pathways distinguishing biologic states. A detailed description of IPA analysis is available at the Ingenuity Systems' web site (http//www.ingenuity.com). IPA calculates the P value using Fisher's Exact Test for each pathway and function according to the fit of user's data to the IPA database. The P value measures how likely the observed association between a specific pathway/function/interactive network and the data set would be if it was only due to random chance, by also considering the total number of Function/Pathway/Interactive Network eligible genes in the test dataset and the reference sets of genes. The focus molecules were identified from the integrated networks on the basis of degree of connectivity (number of interactions for each gene). The focus hubs with higher degrees of connectivity are considered critical for maintenance of the networks, suggesting that therapeutic targeting of these focus hubs may elicit the strongest impact.

### Blood glucose

Blood glucose levels of NOD mice were monitored 2x/wk with the Accu-Check blood glucose monitor system (Roche, Indianapolis, IN). When non-fasting blood glucose levels are in excess of 200 mg/dl on three consecutive measurements a diagnosis of new onset of diabetes is made. In practice, only mice with blood glucose levels between 250 to 350 mg/dl became subjects in the anti-TNF-α trial. Why? Previous morphometric analysis of the insulin positive mass of the pancreatic islets revealed that NODs with blood glucose levels between 250 mg/dl–350 mg/dl have about 25% of the insulin positive beta cell mass of non-autoimmune NOD.SCID mice [5]. The 25% residual beta cell mass is similar to that found in newly diagnosed patients with T1D [25].

### Treatment protocols

Individualized insulin therapy was employed and doses were calibrated on the basis of three blood glucose measurements per day. The goal was to maintain blood glucose levels between 100–160 mg/dl. For blood glucose levels in excess of 160 mg/dl, NPH insulin is given in doses ranging 1 to 4 International Units depending upon the magnitude of hyperglycemia. Mice with high blood glucose levels in excess of 400 mg/dl for 2 days also received 0.2–0.4 ml warm normal saline subcutaneously. For syngeneic islet transplant recipients, blood glucose levels were checked at the time of transplantation, then daily for 2 wks, and then 2–3x/wk.

The hamster clone IgG1 (TN3-19.12; Sigma St Louis, MO) anti-TNF-α monoclonal antibody (mAb) was given to new onset diabetic NOD mice at a dose of 100 mg intraperitoneal every other day for 10 doses. Administration of an irrelevant hamster isotype (hamster IgG1 clone G235-2356; BD, San Jose, CA) for the same duration and dose served as a control treatment.

### Streptozotocin (STZ) induction of diabetes

β-cells were destroyed in formerly spontaneously diabetic NOD mice in which anti-TNF-α treatment rendered mice euglycemic by administration of streptozotocin (STZ; 275 mg/kg intraperitoneal), a beta cell toxin. STZ was administered between 220 to 320 days following the restoration of euglycemia and long following cessation of anti-TNF-α treatment. With the re-emergence of hyperglycemia following STZ administration, these diabetic NOD mice were transplanted with syngeneic or allogeneic islets in the absence of immunosuppressive therapy. Graft failure was defined as the first day of 3 consecutive days of blood glucose levels >250 mg/dl.

### Islet transplantation

NOD.SCID or C57BL/6 mice (10–12 wks old) were used as donors for islet transplants. After islet purification, islets with diameters between 75 and 250 µm were hand picked and transplanted under the renal capsule [26]. Each recipient received 600–800 NOD.SCID or C57BL/6 islets.

### Insulin tolerance test

Insulin tolerance tests were performed as previously described [4], [5] in age matched NODs including 1) spontaneous new onset diabetic NOD mice (NOD-sp); 2) anti-TNF-α treated spontaneous new onset diabetic NOD mice (NOD-sp); and 3) non-diabetic NOD mice. Blood samples were collected at 15, 30 and 60 minutes after insulin injections with results expressed as a percentage of the initial blood glucose concentration [4], [5].

### In vivo insulin signaling studies

In vivo insulin signaling experiments were performed as previously reported [4], [5] on mice after a 16 hr fast. Mice were injected i.p. with 20 U/kg of human regular insulin (Eli Lilly, Indianapolis, IN) or saline and sacrificed 10 minutes later. Skeletal muscle (gastrocnemius), fat (epididymal white adipose tissue) and liver were dissected and frozen in liquid nitrogen for immunoblotting analysis of insulin signaling proteins and purification of RNA. Immunoblotting for insulin receptor and IRS-1 phosphorylation was performed as previously described [4], [5].

### Analysis of beta cell mass

Islet sections (5 µm) were immunostained (peroxidase-antiperoxidase) using rabbit anti-bovine glucagon (1∶3000, gift of Dr. M. Appel) or anti-insulin (1∶200, Linco, Billerica, MA). Beta cell mass was measured by point counting morphometry and beta cell relative volume (intercepts over beta cells divided by intercepts over total pancreatic tissue) was multiplied by the pancreas weight to calculate the beta cell mass [27].

### Analysis of pancreas infiltrating CD3+ T cells

Pancreases excised from anesthetized mice (non-diabetic, newly diabetic and anti-TNF-α treated) were analyzed were fixed in Bouin's solution and embedded in paraffin or frozen sections. Five-micron paraffin sections were mounted on charged Superfrost Plus microscopy slides (Erie Scientific Company Portsmouth, NH), air-dried overnight, and incubated at 56°C for 15 minutes. Sections were then deparaffinized, and incubating slides in PBS solution containing 0.3% hydrogen peroxide blocked endogenous peroxidase activity. After blockade of “non-specific” binding with horse serum, insulin staining with insulin primary antibody (cat#A0564 Dako Corporation, Carpinteria, Calif., USA) was performed on the sections. To identify CD3+T cells, the sections were treated with heat mediated antigen retrieval (10 mM sodium citrate) for 1 hr, followed by “non-specific” blocking with horse serum. This was followed by overnight incubation at 4°C with the primary antibody (CD3 antibody; cat#MCA1477 Serotec). Staining procedures continue with application of biotin labeled secondary antibodies (mouse anti-guinea pig cat# BA7000, mouse anti-rat cat# BA4001 Vector Lab Inc., Burlingame, CA), and the signal was enhanced with avidin-biotin complex-HRP (Elite Standard, cat# PK-6100 from Vector Lab. Inc., Burlingame, CA). The signal was visualized with ImmPACT DAB kit (cat# SK-4105 Vector Lab. Inc., Burlingame, CA) and counter stained with Gill's hematoxylin II. The sections were analyzed with Olympus BX51 microscope, DP71 camera sot program.

## Supporting Information

Figure S1 **Interactive Network representation of counter regulated genes in PLNs.** The merged network was generated from top 7 networks of AAT treatment counter regulated genes in PLNs. The ingenuity pathways analysis (IPA) tool was used to generate the networks from the AAT treatment counter regulated genes and for merging the significantly effected networks. The intensity of the node color indicates the degree of up-regulation (red) and down-regulation (green) in treated mice as compared with the diabetic PLNs. Top 20 Focus hubs are highlighted in the network.
(JPG) Click here for additional data file.

Figure S2 **Interactive Network representation of AAT and PM treatment counter regulated counter regulated genes in fat.** The interactive network based analysis on the fat counter regulated genes (238) identified 3 significant networks (Score≥40) related to cell cycle, lipid metabolism and carbohydrate metabolism. The ingenuity pathways analysis (IPA) tool was used to generate the networks from the AAT and PW treatments counter regulated genes and for merging the significantly effected networks. The intensity of the node color indicates the degree of up-regulation (red) and down-regulation (green) in treated mice as compared with the diabetic PLNs. Top 20 Focus hubs are highlighted in the network.
(JPG) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

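The data are 19 Affymetrix mouse expression arrays of fat (NOR 2, DIA 2, AAT 2, PM 3) and PLNs (NOR 4, DIA 2, AAT 4) from NOD mice, grouped by the tissue and treatment on their labels, with the group names of the paper. Each deposited table holds 1 signal per probe set in the unit intensity, on a linear scale: the authors made these values with MAS5, whose version is not given in the sources used here, and scaled each array to a target, and the 2% trimmed mean of every array lies at 500.0. The paper's methods name RMA and a rank product test; the RMA values behind the paper's counts were not used here. All columns of the tables were used.

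Values under 1 were set to 1, log2 was taken, and no further normalization was applied. Of the 45037 probe sets tested (64 control probe sets were left out), 34945 name 1 gene, 932 name several and 9160 name none; 34741 symbols were brought up to date through Entrez identifiers, giving 18193 genes. Linear models were fitted with limma 3.58.1 in R 4.3.3 (jsonlite 2.0.0 read the labels): 1 fit per tissue with a mean for each group, and moderated statistics from eBayes with a trend of the variance on the mean. P-values were adjusted by the Benjamini and Hochberg method over all probe sets, and a transcript is called at an adjusted p under 0.05. The study's thresholds, a fold change over 2 and an unadjusted p of at most 0.05, were also applied, and a transcript is counter-regulated when it passes them in DIA vs NOR and, in the opposite direction, in AAT vs DIA (and in PM vs DIA in fat). A difference of the DIA effect between tissues was tested as an interaction in 1 fit of all 19 arrays.

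In all, 45 gene lists (pathways, cell type markers and the genes the study shows) were tested with camera of limma at an inter-gene correlation of 0.01, with p-values adjusted over the lists of a contrast, and again with an estimated correlation; each gene enters once, by its highest-mean probe set that names that gene alone. Adjustment over the list alone used the unadjusted limma p-values of its members. The lists were written from textbook knowledge, and the choice of which to describe was made after their results were seen. Overlaps of lists with counter-regulated genes were tested with Fisher's exact test, adjusted over lists. This test takes genes as independent.

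The lists, the tests, the alternatives and the rule for named genes were set before the data were examined, except for the alternatives named as chosen after seeing the data. The rule takes every gene of Table 1, Fig. 1A and the focus hubs, whose values in the paper had been seen; for 5 main comparisons the 12 genes up and 12 down with the largest change among those called, with arrays of the 2 groups not overlapping and a mean at or above the median, or, where fewer than 5 pass, the 5 with the smallest p that meet the other conditions; and for each list described up to 4 members with the smallest p and up to 2 with the highest mean. A few other genes, counter-regulated members of lists and acinar genes, were chosen after their values were seen.

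Alternatives were a fit of only the groups compared, a replicate block, filters at the 40th and 60th percentile of the mean, quantile normalization, median centring, a floor at the 20th percentile, log2 of the value plus 32, eBayes without trend, 1 probe set per gene, rank product p-values (100 permutations), folds from linear means, adjusted p with a fold change over 2, K-means into 20 bins before counting, separate DIA arrays on each side of the counter-regulation, means over the probe sets of a gene, and each array left out in turn. Chosen after seeing the data were the actin 3' to 5' ratio as a covariate in fat, leaving out fat NOR 1 with PM 2 or PLN DIA 1 with AAT 3, list tests after quantile normalization, median centring or without 1 array, and, for Table 1, the counter-regulated probe set of a gene, or another one where the highest-mean probe set is counter-regulated too. The number of counter-regulated transcripts was also counted in data simulated from the fitted spread, and the fits were tested on simulated data with known changes. The number of arrays per group, 2 to 4, limits the precision. Network connections, scores and the blood glucose, histology, insulin tolerance and insulin signaling measurements were not analysed here.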

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

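The tests of scaling for the number of calls in AAT vs NOR (with 4 AAT arrays and, after quantile normalization, with 2), of the lower share with 2 AAT arrays and of RNA quality without AAT arrays 2 and 4, the counter-regulated share and both tests of the acinar signal were written after these results were seen; the reading of the actin ratio as too far apart between groups to settle the question was also chosen after.

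In PLN AAT array 3 the acinar and ductal list stands far from the other 3 AAT arrays (median 6.35 on the log2 scale relative to NOR, others −0.15 to 0.81), with Cela3b at 167742 against at most 1376 in the other AAT arrays, Zg16 at 103090, Prss2 at 49316 and Cpa1 at 24103. PLN DIA array 1 also holds this signal above the NOR arrays (2.22), in data the paper does not discuss. A candidate explanation is pancreatic tissue in the sample, as no biological one was tested: 20 of 26 members, a share of 0.769, are over 4 times as high as in the mean of the other AAT arrays, which lies between the 0.8 set as a sign of this explanation and the 0.5 set against it, so that the question stays open. Scaling of the array is unlikely as the source, since the median of all transcripts differs by 0.147 against 6.59 for the list, a ratio of 0.0223. Amy1, Reg2, Cftr, Reg3a, Reg3b and Krt19 are the members that are not over 4 times as high. They lie at −0.918 to 1.58 (log2 over the mean of the other AAT arrays), against 4.43 to 9.27 for the 20 that are. The share takes acinar and ductal members together, so it cannot decide the question for acinar genes alone.

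A second pattern is that PLN transcripts called between AAT (4 arrays) and NOR outnumber those between DIA (2 arrays) and NOR and are mostly lower. In fits with 2 of the AAT arrays (6 pairs) the calls of AAT vs NOR are still 12.6 to 26.1 times those of DIA vs NOR (median 21.9), which argues against the number of arrays, but after quantile normalization they are 0.10 to 2.14 times as many (median 0.996), so that the scaling could account for the excess; with all 4 AAT arrays that ratio is 2.51, which the unequal numbers of arrays leave open. After quantile normalization the lower share is 0.556 with all 4 AAT arrays, under the 0.6 set as a sign of the scaling. Over the 6 pairs it is 0.333 to 0.901 (median 0.789, over 0.5 in 5 of them), and the 0.333 rests on 3 calls. On the deposited scale the lower majority is lost without NOR array 1, 3 or 4 (35.7%, 49.3% and 36.7% lower). Without any other array the share is 55.2% to 86.6%, and after median centring it is 17.0%. The source of the lower majority therefore stays open. Of the 35 splits of the 8 arrays into 4 and 4, 1 gives as many calls, the real one with 1686, and the highest other gives 9, a share under 0.05, so that chance can be excluded for the number of calls on the deposited scale. RNA quality of AAT arrays 2 and 4 is unlikely as the only source on the deposited scale. Their Gapdh ratios are highest, but their actin ratios (1.23 and 2.01) lie within the range of the NOR arrays (0.94 to 2.31). Arrays 1 and 3 alone give 1074 calls, 705 of them lower, or 12.6 times the 85 of DIA vs NOR. Arrays 2 and 4 alone give 4735 calls, 4348 of them lower, or 23.1 times the 205 of DIA vs NOR. Fits with 1 array of each pair give 65 to 4012 calls. A part from RNA quality therefore stays open. The ratio of 0.917 between the median sizes of change in arrays 1 and 3 (2.44) and in arrays 2 and 4 (2.66) settles nothing. It was taken over transcripts called on all 4 arrays.

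The last pattern is the return of fat transcripts under AAT and PM. The 482 counter-regulated transcripts are 2.27 times the highest of the simulated counts (212). The bound of 1.5 set on this count was wrong, as 3455 transcripts pass in DIA against 1978.5 in the simulations. As a share, 13.95% is 1.31 times the highest simulated value (10.7%). By treatment, PM alone gives 44.05% against at most 24.9% simulated, or 1.77 times. AAT alone gives 18.35%, below the simulated 19.8% to 24.1%. The PM share thus exceeds what the shared DIA arrays give in these simulations, and the AAT share does not. Random assignments of the group names reach 1832 counter-regulated transcripts, above the highest simulated count of 212. The simulated ranges may therefore be too narrow, and the PM share alone does not show an effect of PM. How much the shared DIA arrays account for in the joint share stays open. Of 100 random assignments of the group names a share of 0.07 gave as many, with a highest count of 1832, so that chance cannot be excluded and the samples may hold a structure other than the groups. With log2 of the actin ratio in the fit, the median change of fatty acid and triglyceride synthesis genes is −0.273 of its value without it, and that of splicing factors −1.94; both meet the criterion set for RNA quality as the source. The DIA arrays differ from NOR in this ratio by 1.96 (log2), 5.10 times the spread within groups (0.383), so that the fit extrapolates and may move any list, and for this reason, chosen after the values were seen, the question is left open.

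Other single arrays stand apart from the other 3 of their group, by the ratio of their gap to the range; chance does so in about 1 in 20 groups, and 16 of 318 tested for genes, 2 of 26 for lists and 0 of 10 for array measures did. The ribosomal list is at 0.452 in PLN AAT array 1. Log2 signals that stand apart in NOR arrays are Vps13a in array 2 (10.9), Hif3a in array 3 (5.50), Tgfb1 (9.01) and Ifng (2.66) in array 4, Efnb1 in array 2 (8.39), Jchain in array 1 (12.1), Nfkbie in array 4 (14.4), Gcg in array 2 (5.60) and Rpl38 in array 3 (15.0). In AAT arrays they are Cd244a (9.72), Il6 (0.117) and Aplnr (10.7) in array 2, Ndn (10.3) and Sod2 (12.7) in array 1, and Arid4b (7.99) and Gcg (2.76) in array 3.

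The DIA effect differs between fat and PLNs for Hoxa9, by 5.73 (SE 0.88, adjusted p = 0.0393, limma interaction; fat 1.12, PLNs −4.60), and for Rfng, by 5.54 (SE 0.88, adjusted p = 0.0393; fat 2.48, PLNs −3.06). Each call rests on 1 probe set, as the other one of the gene gives 0.64 for Hoxa9 (SE 1.29, adjusted p = 0.933) and 1.02 for Rfng (SE 1.53, adjusted p = 0.904); 3997 transcripts have an unadjusted p under 0.05. Interferon-stimulated genes are higher in both fat DIA arrays and lower in both PLN DIA arrays than in NOR arrays, a difference of 0.988 that was not tested.

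In fat AAT array 1 smooth and skeletal muscle genes are at 2.20, above both NOR arrays, and adipocyte genes are at 2.39 in PLN AAT array 2 and 1.25 in PLN AAT array 4, above the 4 NOR arrays; the paper discusses neither.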

How the results depend on the processing

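The quantile, median-centred and leave-one-out list tests, the actin covariate and the fits without pairs of arrays were chosen after seeing the data. Where a value moves, the cause was not tested, except that a filter tests fewer transcripts, a fit of only the groups compared or without an array uses fewer samples, and an array left alone in its group is assumed to vary like the other groups. Low signals limit single genes, and the number of calls depends on most settings, so that calls of single genes in PLNs hold for these settings only.

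Fitting only the groups compared gives 2 calls in fat AAT vs DIA, 1 in PM vs DIA, 362 in PLN DIA vs NOR and 24 in AAT vs DIA. The filter at the 60th percentile gives 1633 fat transcripts at the study's thresholds, 269 counter-regulated, 2220 PLN transcripts and 6 calls in PLN DIA vs NOR; the filter at the 40th percentile gives 4. A floor at the 20th percentile gives 23, 8, 6 and 7 calls in fat (DIA vs NOR, AAT vs DIA, PM vs DIA, PM vs AAT) and 2, 3 and 935 in PLNs (DIA vs NOR, none of them lower, AAT vs DIA, AAT vs NOR). Log2 of the value plus 32 gives 57, 77 and 2582 in PLNs, eBayes without trend 0, 0 and 331, and 1 probe set per gene 1 in DIA vs NOR and 581 in AAT vs NOR. Quantile normalization gives 86 and 216 in PLN DIA vs NOR and AAT vs NOR and 2246 counter-regulated; median centring gives 8 in AAT vs DIA. Quantile normalization of all 19 arrays gives 4 calls for the tissue difference. Rank product p-values give 5304 fat transcripts and 1085 counter-regulated; adjusted p with a fold change over 2 gives 0 and 0 in fat and 25 and 2 in PLNs. Separate DIA arrays give 169 or 150 counter-regulated transcripts in fat and 346 or 229 in PLNs.

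The arrays of a number were tested as a replicate block. The numbers were taken as numbers only, as 8 of 20 pairs of arrays of a number correlate above 0.1 after removing group means. Fat groups of 2 arrays give the same value for both numbers, so that not all 20 are separate. In fat the range is −0.261 to 0.291. In PLNs the 6 pairs of numbers 1 and 2 lie at 0.173 to 0.281, and those of numbers 3 and 4 at −0.0410 and 0.00522. Whether the PLN arrays numbered 1, or those numbered 2, belong together therefore stays open. The block gives 169, 13 and 4806 calls in PLNs (DIA vs NOR, AAT vs DIA, AAT vs NOR), with 39 of 53 calls of named genes kept.

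Of the 45 lists, 12, 6, 13 and 6 pass in fat (DIA vs NOR, AAT vs DIA, PM vs DIA, PM vs AAT) and 8, 11 and 19 in PLNs (DIA vs NOR, AAT vs DIA, AAT vs NOR); with an estimated correlation 0, 0, 0 and 0 pass in fat and 0, 0 and 1 in PLNs. Means over the probe sets of a gene give 2 in fat PM vs AAT, and quantile normalization gives 10 in fat AAT vs DIA and 9 in PLN AAT vs NOR, where the ribosomal list turns to lower (adjusted p = 0.161).

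With log2 of the actin ratio in the fat fit, calls are 105, 25 and 47 (DIA vs NOR, AAT vs DIA, PM vs DIA), counter-regulated transcripts 2370, and lists passing 12 in AAT vs DIA and 14 in PM vs AAT. Among lists that passed without it, medians turn in DIA vs NOR for fatty acid synthesis (adjusted p = 0.225), splicing factors (7.67e-07), matrix genes (0.00433), endothelial markers (6.41e-12), ribosomal genes (0.000958), antigen presentation and cell cycle genes (0.166 each) and cholesterol synthesis (0.989), in AAT vs DIA for ribosomal genes (0.219) and also for splicing factors, which had not passed (5.93e-07), in PM vs DIA for matrix genes (0.176), splicing factors (3.20e-07), ribosomal genes (0.00114), heat shock genes (0.0137), cytotoxic cell markers (0.623) and erythroid genes (0.895), and in PM vs AAT for splicing factors (0.0247). Fatty acid synthesis in PM vs DIA keeps a lower median (−0.24), although the direction of its test turns (0.702).

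Without fat NOR 1 and PM 2, 1 transcript is called in PM vs AAT; without PLN DIA 1 and AAT 3, 6 are called in DIA vs NOR and 1 in AAT vs DIA.

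Leaving out 1 array at a time gives these ranges of calls: fat DIA vs NOR 0 to 13 (without NOR 2), AAT vs DIA 0 to 1 (1 without DIA 2, AAT 1 or PM 1), PM vs DIA 0 to 2 (without PM 1; also above 0 without AAT 1 or AAT 2), PM vs AAT 0 to 1 (without AAT 1), PLN DIA vs NOR 3 to 428, AAT vs DIA 1 to 866, AAT vs NOR 84 to 4736, and the tissue difference 0 to 323 (without PLN DIA 2). In PLNs each array moves AAT vs DIA by over 1.5 times, each but NOR 2 and AAT 4 moves DIA vs NOR, and each but DIA 1, DIA 2 and AAT 2 moves AAT vs NOR. At the study's thresholds fat runs from 2163 (without NOR 1) to 5102 (without NOR 2), PLNs from 3005 to 5262, counter-regulation in fat from 158 to 849 (moved by DIA 1, AAT 1 and AAT 2) and in PLNs from 982 to 3143 (without DIA 2). Lists passing run from 7 (without DIA 2) to 13, 6 to 12 (without DIA 1), 8 (without PM 2) to 13 and 5 to 7 in fat, and from 5 (without DIA 2) to 16 (without DIA 1), 5 (without AAT 2) to 15 and 13 to 21 in PLNs. The correlation between tissues runs from 0.0119 to 0.108. Calls of named genes hold in 292 of 530 such fits and in 247 of 412 others, and none turned direction.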

Differences from the paper's values

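Counter-regulated probe sets other than the highest-mean one of a gene, and leaving out fat NOR 1 with PM 2, were chosen after seeing the values; all other alternatives named here were set before the data were examined. The paper's counts for DIA vs NOR used rank product P-values on RMA values at the same thresholds. For its counter-regulated counts the paper gives thresholds of fold change and P value and names no test.

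The paper counts 1,813 transcripts in fat DIA vs NOR, against 3455 here. The filters at the 40th (2323) and 60th percentile (1633) and leaving out NOR 1 (2163) come within 1.5 times of it; the other alternatives set before the data were examined, with 2753 to 5304, or 0 with adjusted p, do not. Leaving out fat NOR 1 and PM 2, chosen after seeing the values, gives 2454, also within 1.5 times, and drops 3 of the 23 genes of Table 1 that pass in DIA vs NOR with any probe set. The paper's 238 counter-regulated fat transcripts stand against 482 here; the filters at the 40th (344) and 60th percentile (269), the floor at the 20th percentile (330), leaving out NOR 1 (343) and DIA array 1 for DIA vs NOR with the other for the treatments (169) come within 1.5 times, and the others do not, K-means into 20 bins (482) and rank product P-values (1085) among them. For PLN DIA vs NOR study thresholds give 4418 transcripts, beside the paper's 4,262, and 1335 of them are counter-regulated by AAT, beside the paper's 1,367. Other settings lie further off. With rank product P-values 2695 transcripts are higher and 3275 lower in DIA, and of these 652 and 1260 are counter-regulated. After quantile normalization 6449 transcripts pass and 2246 are counter-regulated.

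For the fold changes of Table 1, 81 values of 27 genes were compared, of which 33 differ, 3 of them in direction, and 20 differ under all 18 alternatives. A fold is said to differ where its direction is opposite, or where 1 value is over 1.5 times the other and their log2 difference is larger than the SE of the change here. Values are given as the paper's, then the one here, for DIA vs NOR, AAT vs DIA and PM vs DIA.

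For Ppbp the paper's −13.4, 4.1 and 6.5 stand against −23.8, 8.43 and 13.7; the floor at the 20th percentile, log2 of the value plus 32 and leaving out DIA 2 close all 3, and median centring and leaving out NOR 1 also the first, and the others do not. For Egr1 the paper's −5.4 in DIA vs NOR stands against −8.11; median centring, log2 of the value plus 32 and leaving out NOR 2 or DIA 1 close it, and the others do not. For Txnip the paper's −3.9, 3.6 and 4 stand against −2.34, 2.25 and 2.42; leaving out DIA 1 closes all 3 and leaving out NOR 1 the first, and the others do not. Another counter-regulated probe set of Txnip, chosen after seeing the values, gives −3.60, 3.02 and 3.49, which closes all 3 and drops 0 of the 27 genes. For Ikbkg the paper's −2.6, 2.6 and 2.9 stand against −1.67, 1.02 and 1.64; quantile normalization and leaving out NOR 2 or DIA 1 close the first and leaving out PM 1 the last, and no alternative closes the second. For Ccnd2 the paper's 2.5 in DIA vs NOR stands against 1.52, closed by median centring and by leaving out NOR 2 or DIA 1, and for Camkk2 the paper's −3 in AAT vs DIA against −1.90, closed by leaving out DIA 2 or AAT 1, and not by the others.

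No alternative set before the data were examined closes the difference for Pck1 (the paper's −9.3, 12.6 and 13.6, here −2.50, 2.75 and 3.25) or Mycl (the paper's −3, 2.3 and 2.6, here −18.3, 13.8 and 12.8). Another counter-regulated probe set of Pck1, chosen after seeing the values, gives −7.99, 8.87 and 11.3, which closes all 3 and drops 0 of the 27 genes. Of the 3 probe sets of Mycl, 1 is counter-regulated, the one given here. For Cd24a (the paper's −5.8, 5.4 and 3.5, here −1.56, 2.80 and 1.63), Rsad2 (the paper's −4.3, 3.8 and 2.5, here −1.12, 1.18 and 1.16), Crls1 (the paper's −3.6, 2.2 and 4.1, here 1.01, −1.32 and 1.07), Ube2d3 (the paper's −2.9, 2.2 and 3.2, here −1.22, −1.01 and 1.28) and Ccng2 (the paper's −2.5, 2.5 and 2.4, here −1.28, 1.52 and 1.25), leaving out AAT 2 closes AAT vs DIA for Cd24a and leaving out AAT 1 for Ccng2, and no other alternative set before the data were examined closes any. The counter-regulated probe set, chosen after seeing the values, closes these 5 genes and Ccnd2 (for Crls1 −4.22, 2.29 and 4.22) and drops 0 of the 27 genes.

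The paper presents its Table 1 genes as counter-regulated by both treatments; by the highest-mean probe set 14 of 27 pass, and by any probe set 20. Ikbkg, Bcap31, Acaca, Ccnl2, Mrc2, Rpn1 and Camkk2 pass with no probe set, and Crls1 changes in the opposite direction in DIA and AAT and Ube2d3 in AAT. Of the genes drawn high in diabetic PLNs in Fig. 1A, 5 of 16 have lower values in DIA, Gprasp1 past the thresholds, and of those drawn low 4 of 26 have higher values. The paper states that clustering clearly separates normoglycemic from diabetic PLNs on its chosen genes; over all transcripts, which is another set of genes, 6 of 10 arrays are nearest to one of their own group, and DIA array 2 is nearest to NOR array 3.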

Other observations

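Which gene lists to describe here, and the leave-one-out list tests, were chosen only after the results were seen.

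In fat, smooth and skeletal muscle genes rose in AAT vs DIA (19 of 23 above the median of all transcripts, median 1.89, adjusted p = 1.5e-08, camera; adjusted p = 0.464 with an estimated correlation), 8 of them when adjusted over the list alone: the contractile genes Cnn1 (5.23, SE 1.18), Actg2 (3.49, SE 0.70), Myl9 (3.04, SE 0.53) and Des (1.94, SE 0.36). In PM vs AAT 9 of them fell when adjusted over the list alone. Leaving out 1 array gives an adjusted p from 4.06e-17 to 0.116 for AAT vs DIA, where the call is lost without AAT array 1, and from 1.20e-15 to 0.000706 for PM vs AAT. Without AAT array 1 the medians are 0.19 and 0.20, so that the median of PM vs AAT turns direction. With log2 of the actin ratio in the fit, chosen after seeing the data, the median of AAT vs DIA is 3.20 (adjusted p = 2.81e-08). By array, the list lies at 2.20 and 0.69 in AAT and at −1.09, −1.25 and −0.07 in PM, relative to the NOR arrays.

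At the study's thresholds, 155 transcripts change in DIA in both fat and PLNs in the same direction and 231 in opposite directions. Random assignment of the group names to the fat arrays gave as many transcripts past the study's thresholds in DIA vs NOR as observed in 15 of 100 draws. The first principal component of the fat arrays holds 29.8% of the variance, with NOR array 1 and PM array 2 at −146.6 and −181.1 and AAT array 1 at 158.2.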
